# Sequential activation of transcriptional repressors promotes progenitor commitment by silencing stem cell identity genes

**DOI:** 10.7554/eLife.56187

**Published:** 2020-11-26

**Authors:** Noemi Rives-Quinto, Hideyuki Komori, Cyrina M Ostgaard, Derek H Janssens, Shu Kondo, Qi Dai, Adrian W Moore, Cheng-Yu Lee

**Keywords:** neuroblast, intermediate progenitors, neural stem cells, Notch signaling, neurogenesis, *D. melanogaster*

## Abstract

Stem cells that indirectly generate differentiated cells through intermediate progenitors drives vertebrate brain evolution. Due to a lack of lineage information, how stem cell functionality, including the competency to generate intermediate progenitors, becomes extinguished during progenitor commitment remains unclear. Type II neuroblasts in fly larval brains divide asymmetrically to generate a neuroblast and a progeny that commits to an intermediate progenitor (INP) identity. We identified Tailless (Tll) as a master regulator of type II neuroblast functional identity, including the competency to generate INPs. Successive expression of transcriptional repressors functions through Hdac3 to silence *tll* during INP commitment. Reducing repressor activity allows re-activation of Notch in INPs to ectopically induce *tll* expression driving supernumerary neuroblast formation. Knocking-down *hdac3* function prevents downregulation of *tll* during INP commitment. We propose that continual inactivation of stem cell identity genes allows intermediate progenitors to stably commit to generating diverse differentiated cells during indirect neurogenesis.

## Introduction

Indirect generation of differentiated cell types through intermediate progenitors allows tissue-specific stem cells to scale their progeny output to accommodate the development of appropriately sized organs in proportion to organism sizes. Indirect neurogenesis by the outer subventricular zone (OSVZ) neural stem cells drives the evolution of lissencephalic brains to gyrencephalic brains in vertebrates (Cárdenas and Borrell, 2020). The competency to generate intermediate progenitors and the maintenance of an undifferentiated state must be coordinately downregulated in stem cell progeny to ensure generation of differentiated cell types. Polycomb-mediated gene repression is thought to inactivate stem-cell-specific genes during differentiation (Tsuboi et al., 2019). However, loss of function of Polycomb Repressive Complex 2 (PRC2) did not lead to intermediate progenitors reverting into neural stem cells (Abdusselamoglu et al., 2019). Thus, the mechanisms that extinguish stem cell functionality during progenitor commitment remains poorly understood.

Two distinct neuroblast lineages function together to generate the number of neurons requisite for the development of adult fly brains (Farnsworth and Doe, 2017; Homem et al., 2015; Janssens and Lee, 2014). Similar to ventricular zone neural stem cells, type I neuroblasts undergo direct neurogenesis. Type I neuroblasts repeatedly undergo asymmetric division to generate one daughter cell that remains a neuroblast and one sibling cell (ganglion mother cell [GMC]) that divides once to generate two neurons. By contrast, type II neuroblasts undergo indirect neurogenesis, similar to OSVZ neural stem cells. Type II neuroblasts continually undergo asymmetric division to self-renew and to generate a sibling cell that commits to an intermediate progenitor (INP) identity (Bello et al., 2008; Boone and Doe, 2008; Bowman et al., 2008). The Sp family transcription factor Buttonhead (Btd) and the ETS-1 transcription factor PointedP1 (PntP1) are specifically expressed in type II neuroblasts (Komori et al., 2014b; Xie et al., 2014; Zhu et al., 2011). Btd and PntP1 expression levels decrease as a newly generated immature INP transitions into a non-Asense-expressing (Ase^-^) immature INP. Three to four hrs after this transition, an Ase^-^ immature INP upregulates Ase expression as it progresses through INP commitment. Once INP commitment is complete, an Ase^+^ immature INP transitions into an INP that undergoes six to eight rounds of asymmetric division. These molecularly defined intermediate stages during INP commitment provide critical landmarks to investigate the mechanisms that extinguish the activity of type II neuroblast functional identity genes.

Notch signaling maintains type II neuroblasts in an undifferentiated state, partially by poising transcription of the master regulator of differentiation *earmuff* (*erm*) (Janssens et al., 2017). During asymmetric neuroblast division, the TRIM-NHL protein Brain tumor (Brat) segregates into the newly generated immature INP and targets transcripts encoded by Notch downstream effector genes for RNA decay (Bello et al., 2006; Betschinger et al., 2006; Komori et al., 2018; Lee et al., 2006b; Xiao et al., 2012). *brat-*null brains accumulate thousands of supernumerary type II neuroblasts that originate from the reversion of newly generated immature INPs due to defects in the downregulation of Notch signaling (Komori et al., 2014a). In parallel to Brat, the nuclear protein Insensible (Insb) inhibits the activity of Notch downstream effector proteins during asymmetric neuroblast division, and Insb overexpression efficiently triggers premature differentiation in type II neuroblasts (Komori et al., 2018). This multi-layered gene control allows for the onset of Erm expression, coinciding with the termination of PntP1 expression. Erm expression is maintained in immature INPs but becomes downregulated in INPs (Janssens et al., 2014). Erm belongs to a family of transcription factors that are highly expressed in neural progenitors and can bind histone deacetylase 3 (Hdac3) (Hirata et al., 2006; Koe et al., 2014; Levkowitz et al., 2003; Weng et al., 2010). Erm prevents INP reversion by repressing gene transcription. In *erm*-null brains, INPs spontaneously revert to type II neuroblasts; however, this phenotype can be suppressed by knocking-down *Notch* function (Weng et al., 2010). Thus, Erm likely inactivates type II neuroblast functionality genes by promoting histone deacetylation.

By comparing mRNAs enriched in type II neuroblasts or immature INPs, we identified *tailless* (*tll*) as a master regulator of type II neuroblast functional identity. Tll is expressed in type II neuroblasts but not in INPs; moreover, Tll is necessary and sufficient for type II neuroblast functionality. Tll overexpression is sufficient to transform type I neuroblasts into type II neuroblasts, as indicated by changes in gene expression and an acquired competence for generating INPs. We identified *hamlet* (*ham)* as a new negative regulator of type II neuroblast maintenance. *ham* is expressed after *erm* in immature INP during INP commitment, and Erm and Ham function through Hdac3 to continually inactivate *tll*. Sequential inactivation during INP commitment suppresses *tll* activation by Notch signaling in INPs. We propose that silencing of the master regulator of stem cell functional identity allows intermediate progenitors to stably commit to the generation of differentiated cell types without reacquiring stem cell functionality.

## Results

### A novel transient over-expression strategy to identify regulators of type II neuroblast functional identity

Genes that regulate neuroblast functional identity should be expressed in type II neuroblasts and become rapidly downregulated in Ase^-^ and Ase^+^ immature INPs in wild-type brains (Figure 1A). To enrich for transcripts that fulfill these criteria, we tested if transient Insb overexpression induces supernumerary type II neuroblasts in *brat*-null brains to synchronously transition into INPs as in wild-type brains. The combination of *Wor-Gal4,AseGal80*, which is only active in type II neuroblasts, and *Tub-Gal80^ts^*, which loses its inhibitory effect on Gal4 activity under non-permissive temperatures, allows for spatial and temporal control of Insb overexpression in all type II neuroblasts. We allowed larvae to grow at 25°C, and induced transient Insb overexpression for 6, 12, 18, or 24 hr by shifting the larvae to a non-permissive temperature of 33°C. Larvae that remained at 25°C for the duration of this experiment served as the control (time 0). We assessed the effect of this transient over-expression strategy on cell identity by quantifying the total type II neuroblasts and INPs per brain lobe based on Deadpan (Dpn) and Ase expression (Figure 1A). Overexpressing Insb for 6 hr did not significantly affect the supernumerary neuroblast phenotype in *brat-*null brains (Figure 1—figure supplement 1A). By contrast, 12 or more hours of Insb overexpression led to a time-dependent decrease in supernumerary type II neuroblasts and a corresponding increase in INPs. These results demonstrate that transient Insb overexpression can induce supernumerary type II neuroblasts to synchronously transition into INPs in *brat-*null brains.

**Figure 1.**
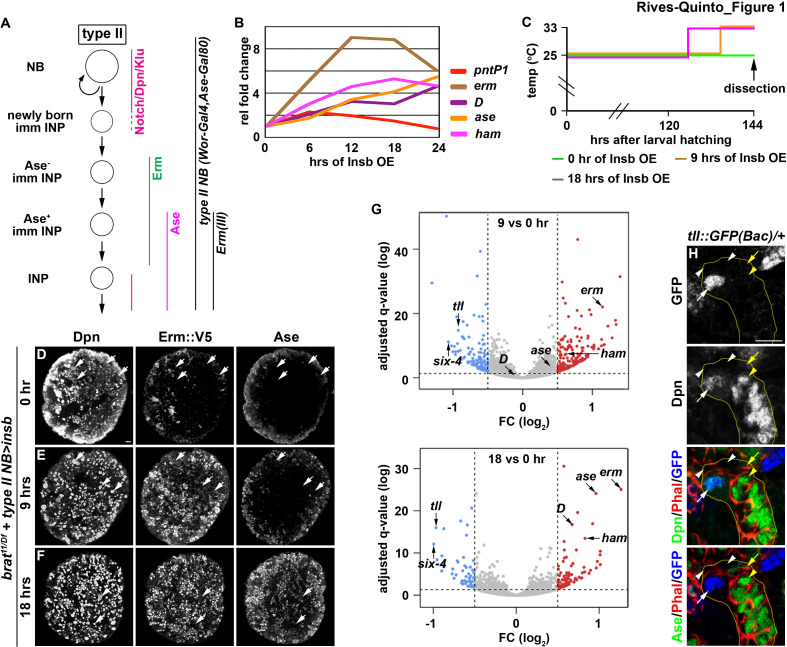
Identification of candidate regulators of type II neuroblast functional identity. (**A**) A diagram of the type II neuroblast lineage showing the expression patterns of genes and *Gal4* drivers used throughout this study. (**B**) Gene transcription profiles of *brat*-null brains transiently overexpressing Insb driven by a type II neuroblast Gal4. Supernumerary type II neuroblasts in *brat*-null brains transiently overexpressing Insb displayed patterns of gene transcription that are indicative of immature INPs undergoing INP commitment in wild-type brains. (**C**) A strategy to induce synchronized INP commitment in supernumerary type II neuroblasts in *brat*-null brains. Larvae carrying a *UAS-insb* transgene and a type II neuroblast Gal4 were collected and aged at 25°C. One third of larvae were shifted to 33°C at 126 or 135 hr after hatching to induce high levels of transient Insb expression, and the last one-third remained at 25°C serving as the source enriched for type II neuroblast-specific transcripts (time 0). (**D–F**) Images of *brat*-null brains transiently overexpressing Insb driven by a type II neuroblast Gal4 for 0, 9, or 18 hr. Transient overexpression of Insb first induced Erm and then Ase expression in supernumerary type II neuroblasts in *brat*-null brains. (**G**) Volcano plots showing fold-change of gene expression in *brat*-null brains transiently overexpressing Insb for 9 or 18 hr. (**H**) Tll expression pattern in the type II neuroblast lineage. The *tll::GFP(Bac)* transgene revealed the expression of endogenous Tll in type II neuroblasts but not in immature INPs and INPs. The following labeling applies to all images in this figure: yellow dashed line encircles a type II neuroblast lineage; white arrow: type II neuroblast; white arrowhead: Ase^-^ immature INP; yellow arrow: Ase^+^ immature INP; yellow arrowhead: INP. Scale bar, 10 μm.

**Figure 1—figure supplement 1.**
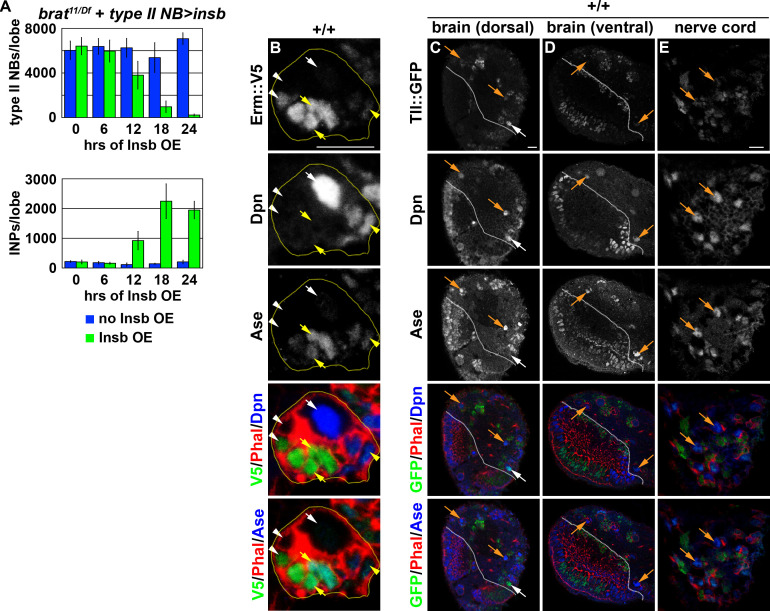
Time-course analysis of transient Insb overexpression in *brat*-null brains. (**A**) Quantification of total type II neuroblasts (top) or INPs (bottom) per *brat*-null brain lobe that transiently overexpressed Insb driven by a type II neuroblast Gal4. Insb overexpression led to progressive decrease in supernumerary type II neuroblasts but increase in INPs in *brat*-null brains. (**B**) Images of Erm::V5 expression in a type II neuroblast lineage. Erm::V5 is strongly expressed in immature INPs and weakly in INPs. (**C–E**) Images of Tll::GFP expression in the larval central nervous system. Tll::GFP is expressed at high levels in type II neuroblasts, and much lower levels in type I neuroblasts in the ventral brain region and in the ventral nerve cord. The following labeling is applicable to all panels of images in this figure: white dashed lines separates the optic lobe from the brain; yellow dashed line encircles a type II neuroblast lineage; white arrow: type II neuroblast; white arrowhead: Ase^-^ immature INP; yellow arrow: Ase^+^ immature INP; yellow arrowhead: INP; orange arrow: type I neuroblast. Bar graphs are represented as mean ± standard deviation. Figure 1—figure supplement 1—source data 1.Quantification of total type II neuroblasts or INPs per *brat*-null brain lobe that transiently overexpressed Insb.

We next assessed if supernumerary type II neuroblasts transiently overexpressing Insb transition through identical intermediate stages to become INPs in *brat-*null brains as they do in wild-type brains (Figure 1A). We found that *pntP1* mRNA levels increased within the first 6 hr of Insb overexpression, and then continually declined (Figure 1B). By contrast, *erm* transcription rapidly increased in the first 12 hr of Insb overexpression, plateauing between 12 and 18 hr. *ase* transcription showed little change in the first 6 hr of Insb overexpression, and then steadily increased between 12 and 24 hr. The combined temporal patterns of *pntP1*, *erm,* and *ase* transcription strongly suggest that type II neuroblasts transiently overexpressing Insb for 6 hr in *brat-*null brains are at an equivalent stage as a newly generated immature INP transitioning to an Ase^-^ immature INP in wild-type brains. *brat-*null type II neuroblasts are at a stage equivalent to (1) Ase^-^ immature INPs following 6–12 hr of Insb overexpression and (2) Ase^+^ immature INPs following 12–24 hr of Insb overexpression. We examined the expression of endogenous Erm in *brat-*null type II neuroblasts transiently overexpressing Insb to confirm their identity. We generated an *erm::V5* allele by inserting a V5 epitope at the C-terminus of the *erm* reading frame, and showed that Erm::V5 recapitulates the published endogenous Erm expression pattern that we previously described (Figure 1—figure supplement 1B; Janssens et al., 2014). Indeed, following 9 hr of Insb overexpression most type II neuroblasts in *brat-*null brains expressed cell identity markers indicative of Ase^-^ immature INPs (Erm::V5^+^Ase^-^), whereas after 18 hr of Insb overexpression they expressed markers indicative of Ase^+^ immature INPs (Erm::V5^+^Ase^+^) (Figure 1C–F). These data indicate that supernumerary type II neuroblasts transiently overexpressing Insb indeed transition through identical intermediate stages during INP commitment in *brat-*null brains as in wild-type brains.

We predicted that a candidate regulator of type II neuroblast functional identity should become downregulated in *brat-*null brains following 9 and 18 hr of Insb overexpression. By sequencing mRNA in triplicate following the transient over-expression strategy (Figure 1C), we identified 76 genes that were reproducibly downregulated by 1.5-fold or more in *brat-*null brains overexpressing Insb for 9 hr (Figure 1G). Of these genes, *tll* was the most downregulated; similarly, *tll* was the most downregulated gene in *brat-*null brains overexpressing Insb for 18 hr. 

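RNA was sequenced from *brat*-null larval brains in which Insensible (Insb) had been overexpressed for 0, 9 or 18 hr. The paper describes Insb as a nuclear protein that inhibits effectors acting downstream of Notch. Insb was placed under a temperature-sensitive Gal4 system, so brains of the 0 hr group came from larvae kept at 25 °C throughout, and those of the 9 and 18 hr groups from larvae shifted to 33 °C for the last 9 or 18 hr. Duration of overexpression and time at 33 °C therefore differ together between the groups. Each group had 3 replicates, for which the methods give 50 brains each, and paired-end libraries were made from poly-A mRNA. The authors aligned the reads to the dm6 genome with HISAT2 version 2.1.0 and quantified genes with StringTie version 1.3.4. They deposited a table of whole-number counts for 14560 genes without normalization. The paper's text does not name the annotation, or say whether strand was used in counting.
The counts of a library summed to between 29389923 and 37109356 in the 0 hr group (median 34148721), 26533845 and 36517416 in the 9 hr group (median 33771208), and 32859298 and 35092683 in the 18 hr group (median 34520549). The mean over all 9 libraries was 33.3 M counts, and the paper reports around 46 M, 45 M and 44 M reads without naming the samples. The values here rest on the counts. Counts were scaled by edgeR's TMM method, and the 10799 genes with enough counts were tested in one model over all 9 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called lower or higher at an adjusted p under 0.05 and a fold change of at least 1.5.
The overexpressed gene itself, *insb*, is listed under its older name CG6520 and lies on chromosome 2R of dm6 from 17475214 to 17476272. It rose from 34.1 ± 2.43 CPM (counts scaled to library size; SD, n = 3) at 0 hr to 381 ± 16.4 (SD, n = 2) at 9 hr and 337 ± 24.9 (SD, n = 3) at 18 hr. Endogenous and transgenic transcripts are not separated in this count.
The 9 hr group has n = 2 in means and SDs because its replicates 2 and 3 were counted as 1 sample there. Up to 6000 reads per gene they differed by less than the sampling noise where both reads of a pair are counted. Over 8163 genes with 20 to 6000 reads in both libraries summed, the median chi-square per gene between them was 0.811. Sampling noise alone gives 0.455 for single reads and 0.910 where both reads of a pair are counted. The other 8 pairs of replicates within a group had medians from 1.88 to 5.81. For genes above 25000 reads, where small differences become measurable, the median was 2.88 in this pair and between 22.6 and 130 in the others. The tests kept all 9 libraries as separate samples, as laid down beforehand, and fits with these libraries summed were added.

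**Figure D1:**
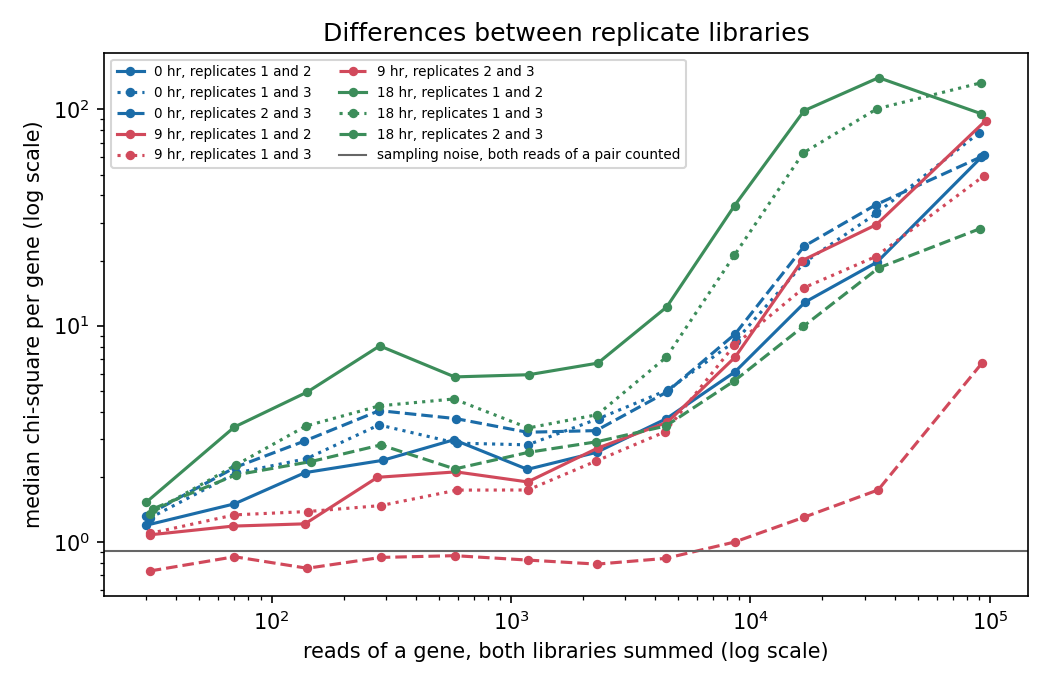
Median chi-square per gene between pairs of replicate libraries (y axis, log scale) by the number of reads of a gene in both libraries summed (x axis, log scale), with 1 line for each of the 9 pairs within a group and a grey line at the sampling noise where both reads of a pair are counted. The line of 9 hr replicates 2 and 3 stays under 0.910 over most of the range, while the other 8 pairs lie above it throughout.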

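At 9 hr, 129 of the 10799 genes tested were called lower than at 0 hr, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the fold threshold, 564 genes had lower and 715 higher counts at an adjusted p under 0.05. In all 129 genes, every 9 hr library lay below every 0 hr library. Such separation, in either direction, was seen in 40% of all genes tested, against 10% from chance with 3 independent samples against 3. The chance share is higher where 9 hr replicates 2 and 3 count as 1 sample. The definition of a call moved the number most: 691 genes were lower by the fold threshold with no test, and 3 were lower in a test against a 1.5-fold change. With 1 library of the compared groups left out in turn, between 64 and 110 genes were called, the fewest without 9 hr replicate 1. With 9 hr replicates 2 and 3 summed as one library, 67 were called, of which 61 were among the 129. Fitting the 0 and 9 hr libraries alone gave 143, and 1 of the 10 splits of these libraries into 3 and 3, the real one, gave as many. The genes with the largest falls at a mean of at least 1 CPM had few reads: CG5656 (now named Alp1) fell by 3.06 on the log2 scale at a mean of 1.94 CPM, and CG40485 fell by 2.39 at 1.81 CPM.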

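The gene *tll* lies on chromosome 3R of dm6 from 30852315 to 30854400 and overlaps no exon of another annotated gene. Its counts were 159 ± 11.1 CPM (SD, n = 3) at 0 hr, 79.9 ± 11.4 CPM (SD, n = 2) at 9 hr and 74.5 ± 9.19 CPM (SD, n = 3) at 18 hr. The log2 fold change was -1.04 at 9 hr (standard error 0.114, adjusted p = 0.00268 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.096 at 18 hr (standard error 0.114, adjusted p = 0.00463). The 9 and 18 hr levels did not differ (log2 fold change -0.05, adjusted p = 0.883). With 1 library left out in turn, the log2 fold change stayed between -1.15 and -0.99 at 9 hr and between -1.18 and -1.01 at 18 hr. In a test against a 1.5-fold change, *tll* was not called, with a Benjamini-Hochberg adjusted p from edgeR's quasi-likelihood test of 0.0845 at 9 hr and 0.111 at 18 hr.
By log2 fold change, *tll* held rank 38 among the 129 genes lower at 9 hr and rank 9 among the 30 genes lower at 18 hr. With the 0 and 18 hr libraries fitted alone, 8 genes were lower at 18 hr, and 1 of the 10 splits of these libraries into 3 and 3, the real one, gave as many. At an unadjusted p under 0.05, in either direction, the real split gave 1432 genes and another split 1497. Many of the genes ahead of *tll* had few reads. Others did not: at 9 hr CG3829 fell by 1.54 on the log2 scale with at least 253 reads in every library, and CG40470 by 1.48 with at least 532. These were picked after their values were seen. Genes with larger fitted falls and means of at least 50 CPM were *Six4* (-1.42), CG1673 (-1.28), the long non-coding RNA CR31386 (-1.14), *Dbp80* (-1.14), CG6357 (-1.14) and *LpR1* (-1.12) at 9 hr, and *Six4* (-1.26) and CR31386 (-1.12) at 18 hr. This list was drawn up after the values were seen. Apart from *Six4*, and CG1673 at 9 hr, their falls exceed that of *tll* by less than its standard error. The rank moved both ways with the method and the libraries. With DESeq2's Wald test it was 69 at 9 hr and 24 at 18 hr, and with DESeq2's shrunken fold changes 13 and 2, behind *aub*. With the compared libraries alone it was 42 and 4, with upper-quartile scaling 36 and 13, and with at least 10 counts in every library 34 and 8. With 1 library left out in turn, it ran from 13 (without 9 hr replicate 1) to 40 (without 0 hr replicate 1 or 3) at 9 hr, and from 3 (without 18 hr replicate 3) to 12 (without 18 hr replicate 1) at 18 hr.
*Six4*, labelled six-4 in Figure 1G, lies on chromosome 3L from 20788886 to 20792777. It fell from 88.4 ± 5.98 CPM (SD, n = 3) to 32.7 ± 1.48 CPM (SD, n = 2) at 9 hr (log2 fold change -1.42, standard error 0.188, adjusted p = 0.00497) and to 36.8 ± 10.5 CPM (SD, n = 3) at 18 hr (-1.26, standard error 0.187, adjusted p = 0.0197). At 18 hr the call was less firm: over the fits that each left out one replicate, the adjusted p ran from 0.00361 without 18 hr replicate 1 to 0.0796 without 18 hr replicate 3, and stayed under 0.05 in 2 of the 6.
The largest fitted falls at 18 hr belonged to CG42375, with 1 read in each 18 hr library, at least 137-fold lower than at 0 hr, and CG42308 (sloth2), whose log2 fold change was -7.23. Both overlap an exon of a neighbouring gene, CG9288 and sloth1, and their reads also vary within groups. CG42375 had 31 reads in 9 hr replicate 2 and 347 in 9 hr replicate 3, which otherwise nearly match, and CG42308 had 58 in 9 hr replicate 1 and 633 in 9 hr replicate 2. The paper reasons that a regulator of type II neuroblast identity should be downregulated at both time points, and takes *tll* as a candidate after also examining a *tll::GFP* transgene.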

We validated the *tll* expression pattern in the type II neuroblast lineage using a bacterial artificial chromosome (BAC) transgene [*tll::GFP(Bac)*] where green fluorescent protein (GFP) is fused in frame with the *tll* reading frame. Consistent with previous study (Bayraktar and Doe, 2013), we detected Tll::GFP in type II neuroblasts but not in immature or mature INPs (Figure 1H). Tll::GFP expression is also detected in type I neuroblasts in the brain and in the ventral nerve cord, but at a significantly lower level than in type II neuroblasts (Figure 1—figure supplement 1C–E). Thus, *tll* is an excellent candidate for regulating type II neuroblast functionality.

### *tll* is a master regulator of type II neuroblast functional identity

We defined the type II neuroblast functional identity as the maintenance of an undifferentiated state and the competency to generate INPs. We first tested whether *tll* is required for maintaining type II neuroblasts in an undifferentiated state by overexpressing a *UAS-tll^RNAi^* transgene in the type II neuroblast lineage under the control of the *Wor-Gal4,Ase-Gal80* driver (Figure 2A). Whereas control brains always contained eight type II neuroblasts per lobe, brains with *tll* function knocked down contained 4.3 ± 1.2 type II neuroblasts per lobe (n = 10 brains per genotype) (Figure 2B). A closer examination revealed that the remaining *tll* mutant neuroblasts showed reduced cell diameters and ectopically expressed Ase, two characteristics typically associated with INPs in the type II neuroblast lineage (Figure 2A, C and D). This result indicated that *tll* is required for maintaining type II neuroblasts in an undifferentiated state. We next tested whether *tll* is sufficient to re-establish a type II neuroblast-like undifferentiated state in INPs by misexpressing a *UAS-tll* transgene under the control of *Erm-Gal4(III)* (Figure 1A). Brains with *tll* misexpressed in INPs contained 150 ± 50 type II neuroblasts per lobe, whereas control brains always contained eight type II neuroblasts per lobe (n = 10 brains per genotype) (Figure 2E–G). Thus, Tll misexpression is sufficient to revert INPs to type II neuroblasts. These data together led us to conclude that *tll* is necessary and sufficient for maintaining type II neuroblasts in an undifferentiated state.

**Figure 2.**
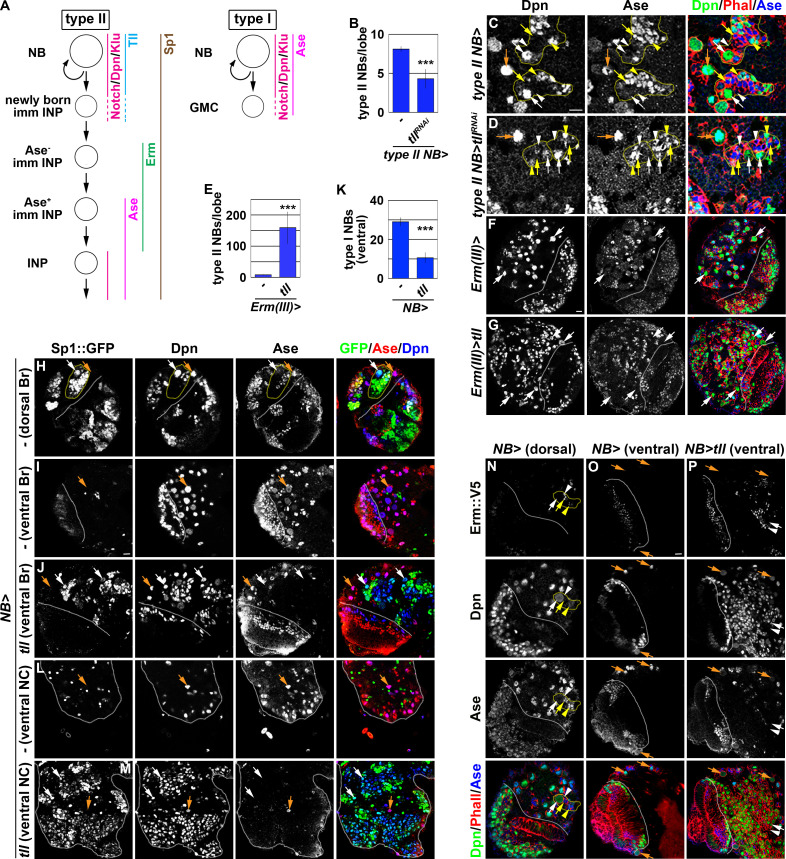
*tll* is necessary and sufficient for type II neuroblast functional identity. (**A**) A diagram showing the expression patterns of genes in the type I and II neuroblast lineages. (**B**) Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-tll^RNAi^* transgene driven by a type II neuroblast Gal4. Knocking-down *tll* function reduced the number of type II neuroblasts from 8 to 4 per brain lobe. (**C–D**) Images of brains that overexpressed a *UAS-tll^RNAi^* transgene driven by a type II neuroblast Gal4. Knocking-down *tll* function led to premature differentiation in type II neuroblast as indicated by reduced cell diameter and ectopic Ase expression but did not affect the maintenance of type I neuroblasts. (**E**) Quantification of total type II neuroblasts per brain that overexpressed a *UAS-tll* transgene driven by an INP Gal4. *tll* overexpression in INPs led to supernumerary type II neuroblast formation. (**F–G**) Images of brains that overexpressed a *UAS-tll* transgene driven by an INP Gal4. (**H–I**) Images of *Sp1::GFP(Bac)* brains. *Sp1::GFP* is detected in most cells in all type II neuroblast lineages that are exclusively located in the dorsal brain region, and is detected in few neurons in type I neuroblast lineages in the ventral brain region. (**J**) Images of the ventral region of *Sp1::GFP(Bac)* brains that overexpressed a *UAS-tll* transgene driven by a pan-neuroblast Gal4 (*Wor-Gal4*). Tll overexpression transforms type I neuroblasts (Ase^+^Sp1::GFP^-^) in the ventral brain region into type II neuroblasts (Ase^-^Sp1::GFP^+^). (**K**) Quantification of total ventral type I neuroblasts per brain lobe that overexpressed a *UAS-tll* transgene driven by a pan-neuroblast Gal4. Tll overexpression transforms 66% of type I neuroblasts in the ventral brain region into type II neuroblasts. (**L–M**) Images of the thoracic segments on the ventral nerve cord of *Sp1::GFP(Bac)* larvae that overexpressed a *UAS-tll* transgene driven by a pan-neuroblast Gal4 (*Wor-Gal4*). Tll overexpression transforms type I neuroblasts in the thoracic segments into type II neuroblasts. (**N–O**) Images of dorsal and ventral regions of *erm::V5* brains. Erm::V5 is detected in immature INPs in type II neuroblast lineages but is undetectable in type I neuroblast lineages in the ventral region of larval brain. (**P**) Images of *erm::V5* brains that overexpressed a *UAS-tll* transgene driven by a pan-neuroblast Gal4. Tll overexpression induced type I neuroblasts in the ventral-medial region of the brain to generate supernumerary type II neuroblasts interspersed with Erm::V5^+^ immature INPs. The following labeling applies to all images in this figure: white dashed line separates the optic lobe from the brain; yellow dashed line encircles a type II neuroblast lineage; white arrow: type II neuroblast; white arrowhead: Ase^-^ immature INP; yellow arrow: Ase^+^ immature INP; yellow arrowhead: INP; orange arrow: type I neuroblast. Br: brain. NC: nerve cord. Scale bar, 10 μm. Bar graphs are represented as mean ± standard deviation. p-values: ***<0.005. Figure 2—source data 1.Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-tll^RNAi^* transgene. Figure 2—source data 2.Quantification of total type II neuroblasts per brain that overexpressed a *UAS-tll* transgene. Figure 2—source data 3.Quantification of total ventral type I neuroblasts per brain lobe that overexpressed a *UAS-tll* transgene.

As *tll* is required to maintain type II neuroblasts in an undifferentiated state, direct assessment of its role in regulating the competency to generate INPs is not possible. As an alternative, we tested whether Tll overexpression is sufficient to induce ectopic type II neuroblast formation in the ventral brain region and in the ventral nerve cord that exclusively consist of type I neuroblasts. To unambiguously distinguish the two types of neuroblasts, we searched for robust protein markers of type II neuroblasts and their progeny. As *Sp1* mRNA is uniquely detected in type II neuroblasts (Yang et al., 2016), we evaluated Sp1 protein expression using an *Sp1::GFP(Bac)* transgene. We found that Sp1::GFP marks type II neuroblasts and most of their progeny that are found exclusively in the dorsal brain region (Figure 2H). Sp1::GFP is detected in some neurons but never in type I neuroblasts in the ventral brain region and in the ventral nerve cord (Figure 2I and L). Thus, Sp1::GFP is a new marker for the type II neuroblast lineage (Figure 2A). We overexpressed a *UAS-tll* transgene under the control of a pan-neuroblast driver (*Wor-Gal4*) in larval brains carrying the *Sp1::GFP(Bac)* transgene. While the ventral region of control brains contains 29 ± 2.1 type I neuroblasts, the same region of the brains overexpressing Tll contains 10.6 ± 2.5 type I neuroblasts and hundreds of ectopic type II neuroblasts (n = 10 brains per genotype) (Figure 2I–K). This result strongly suggests that Tll overexpression transforms greater than 60% of type I neuroblasts in the ventral brain region into type II neuroblasts. Similarly, Tll overexpression also induced hundreds of supernumerary type II neuroblasts in the ventral nerve cord (n = 10 brains per genotype) (Figure 2L and M). Thus, ectopic *tll* expression is sufficient to molecularly transform type I neuroblasts into type II neuroblasts.

Next, we tested if type I neuroblasts overexpressing *tll* can generate immature INPs that are marked by Erm::V5 expression (Figure 2A and N). We reproducibly observed Erm::V5^+^ immature INPs in the ventral-medial region of the brain overexpressing Tll, but not in the ventral-lateral brain region (Figure 2O and P). This result strongly suggests that progeny of transformed type II neuroblasts in the ventral-medial brain region assume an immature INP identity and then revert into supernumerary type II neuroblasts. By contrast, progeny of transformed type II neuroblasts in the ventral-lateral brain region appeared to rapidly revert into supernumerary neuroblasts instead of assuming an immature INP identity. Thus, *tll* overexpression is sufficient to molecularly and functionally transform type I neuroblasts into type II neuroblasts, and that *tll* is a master regulator of type II neuroblast functional identity.

### Ham is a new regulator of INP commitment

A previous study found that Suppressor of Hairless, the DNA-binding partner of Notch, binds the *tll* locus in larval brain neuroblasts, suggesting that *tll* is a putative Notch target (Zacharioudaki et al., 2016). Thus, mechanisms likely exist to silence *tll* during INP commitment, preventing re-activation of Notch signaling in INPs from ectopically inducing Tll expression and driving supernumerary type II neuroblast formation (Figure 2A). We predicted that genes required for silencing *tll* during INP commitment should become upregulated in *brat-*null brains following 9 and 18 hr of Insb overexpression, and mutations in these genes should lead to supernumerary type II neuroblast formation due to ectopic *tll* expression in INPs. 

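At 9 hr, 269 genes were called higher than at 0 hr, and at 18 hr 60 were, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the fold threshold of 1.5. Before the fold threshold, 1279 genes at 9 hr and 179 at 18 hr had an adjusted p under 0.05 in either direction. Each gene called higher had its 3 libraries above all 0 hr libraries. Other scalings gave 262 and 60 with RLE, and 289 and 76 with the upper quartile. The 18 hr count was the less stable of the pair, between 26 and 84 genes with 1 library left out in turn, and 17 when the 9 hr libraries were left out of the model. For each time, 1 of the 10 splits of the compared libraries into 3 and 3, the real one, gave as many higher genes. Summing 9 hr replicates 2 and 3 gave 134 genes at 9 hr and 32 at 18 hr. By log2 fold change, the called genes with the largest rises at a mean of at least 1 CPM were the non-coding RNA CR44905 (4.01 at 9 hr and 3.68 at 18 hr) and then the overexpressed *insb* (3.49 and 3.30), followed by alpha-Est2 (2.76) at 9 hr and CG10700 (2.58) at 18 hr. The transcription factor genes *cas* (1.63 and 1.80) and *Lim3* (1.90 and 1.89) were also called at both times, and were picked after their values were seen.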

From our RNA sequencing dataset, we identified genes that encode transcription factors and are upregulated in *brat-*null brains overexpressing Insb for 9 or 18 hr. These transcription factors include Erm, Dichaete (D), Ase, and Hamlet (Ham) (Figure 1G). 

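None of the genes *erm*, *D*, *ase* and *ham* overlaps an exon of another annotated gene. They lie on chromosomes 2L (1950239 to 1970362), 3L (14175610 to 14178620), X (460747 to 463176) and 2L (18762874 to 18792906) of dm6, in that order. *erm* rose from 89.8 ± 0.953 CPM (SD, n = 3) at 0 hr to 277 ± 16.2 CPM (SD, n = 2) at 9 hr and 251 ± 48.0 CPM (SD, n = 3) at 18 hr. Its log2 fold change was 1.64 at 9 hr (standard error 0.127, adjusted p = 0.000754 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.49 at 18 hr (standard error 0.127, adjusted p = 0.00245). *ham* rose from 112 ± 10.1 CPM (SD, n = 3) to 180 ± 9.73 CPM (SD, n = 2) and 215 ± 28.3 CPM (SD, n = 3), with log2 fold changes of 0.70 (standard error 0.104, adjusted p = 0.00714) and 0.93 (standard error 0.104, adjusted p = 0.00602). In a model of the 0 and 18 hr libraries alone, the adjusted p of *ham* was 0.0549.
*ase* and *D* were called at 18 hr only. *ase* went from 81.5 ± 8.95 CPM (SD, n = 3) to 110 ± 7.99 CPM (SD, n = 2) at 9 hr and 169 ± 8.49 CPM (SD, n = 3) at 18 hr. The 9 hr change (log2 fold change 0.45, adjusted p = 0.0158) stayed under the fold threshold, and the 18 hr change was 1.05 (adjusted p = 0.00239). Between 9 and 18 hr *ase* was not called (0.60, adjusted p = 0.166, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *D* was at 73.6 ± 2.59 CPM (SD, n = 3) at 0 hr, 69.1 ± 3.09 CPM (SD, n = 2) at 9 hr and 121 ± 9.00 CPM (SD, n = 3) at 18 hr. It did not differ at 9 hr (log2 fold change -0.11, adjusted p = 0.315) and rose by 0.72 at 18 hr (adjusted p = 0.00343). The adjusted p at 9 hr stayed under 0.05 for *ase* in 3 of the 6 fits that each left out one replicate. At 18 hr it did so for all 4 genes in all 6.

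**Figure D2:**
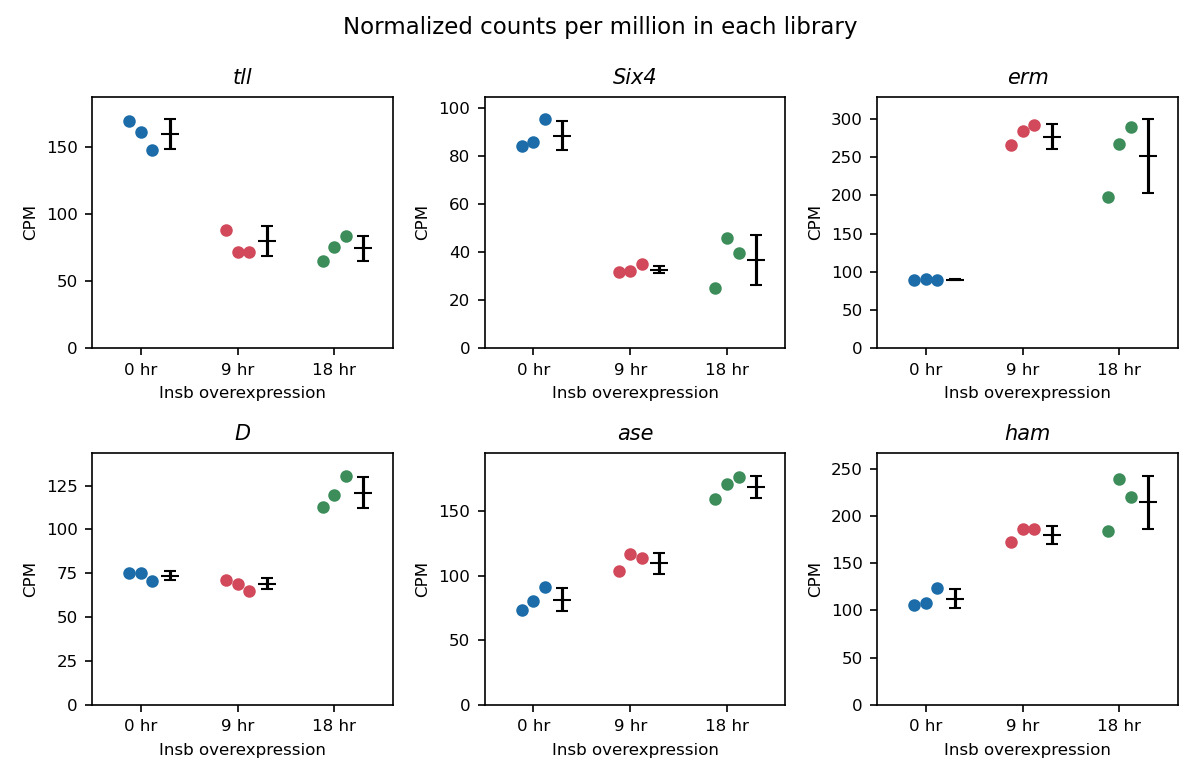
Normalized CPM (y axes) of *tll*, *Six4*, *erm*, *D*, *ase* and *ham* in each library after 0, 9 and 18 hr of Insb overexpression (x axes), with replicates 1 to 3 from left to right, and beside them the mean and SD in black, where 9 hr replicates 2 and 3 count as 1 sample. *tll* and *Six4* lie lower in every 9 and 18 hr library than at 0 hr, *erm*, *ase* and *ham* lie higher, and *D* is higher in the 18 hr libraries only.

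From these changes and from reverse transcriptase PCR, the paper takes the genes as candidates for inactivating *tll*.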

Reverse transcriptase PCR confirmed that the transcript levels of these genes indeed become upregulated in *brat-*null brains overexpressing Insb (Figure 1B). Thus, these genes are candidates for inactivating *tll* during INP commitment.

We tested if any of the candidate genes is required for inactivating *tll* expression during INP commitment by knocking-down their function in *erm* hypomorphic (*erm^hypo^*) brains. *erm^hypo^* brains display a low frequency of INP reversion to type II neuroblasts, and provides a sensitized genetic background for identifying genes required to prevent INP reversion to type II neuroblasts (Janssens et al., 2017). Because ectopic *tll* expression in INPs leads to supernumerary type II neuroblast formation, reducing the function of genes that inactivate *tll* should enhance the supernumerary neuroblast phenotype in *erm^hypo^* brains. We found that *erm^hypo^* brains alone contained 31.5 ± 6.8 type II neuroblasts per lobe (n = 10 brains) (Figure 3A). Although reducing the function of most candidate genes did not enhance the supernumerary neuroblast phenotype in *erm^hypo^* brains, knocking-down *ham* function with two different *UAS-RNAi* transgenes reproducibly enhanced the phenotype (n = 10 brains per transgene) (Figure 3A). Consistent with the effect of reducing *ham* function by RNAi, the heterozygosity of a deficiency that deletes the entire *ham* locus also enhanced the supernumerary neuroblast phenotype in *erm^hypo^* brains (data not presented). Thus, *ham* likely plays a role in preventing INPs from reverting to supernumerary type II neuroblasts.

*ham* is the fly homolog of the vertebrate *Prdm16* gene that encodes a transcription factor and has been shown to play a key role in regulating cell fate decisions in multiple stem cell lineages (Baizabal et al., 2018; Harms et al., 2015; Moore et al., 2002; Shimada et al., 2017). A previous study concluded that *ham* regulates INP proliferation but does not play a role in suppressing supernumerary type II neuroblast formation (Eroglu et al., 2014). The discrepancy between our findings and the published observations might be due to the *ham^1^* allele used in the previous study, which encodes a nearly full-length protein and exhibits similar protein stability as wild-type Ham (Figure 3B; Moore et al., 2002). We took two approaches to determine whether *ham* is required for preventing supernumerary type II neuroblast formation. First, we examined *ham* deficiency heterozygous brains and reproducibly observed a mild supernumerary type II neuroblast phenotype (9 ± 0.9 per lobe, n = 12 brains) (Figure 3—figure supplement 1A). Second, we knocked down *ham* function by overexpressing a *UAS-RNAi* transgene. We found that knocking down *ham* function also led to a mild but statistically significant increase in type II neuroblasts per lobe (9.8 ± 1.8; n = 20 brains) as compared to control brains (8 ± 0; n = 10 brains) (Figure 3—figure supplement 1B). To confirm that *ham* is indeed required for suppressing supernumerary type II neuroblast formation, we generated two new *ham* alleles, *ham^SK1^* and *ham^SK4^*, by CRISPR-Cas9 (Figure 3B). We characterized the effect of the *ham^SK1^* or *ham^SK4^* allele on Ham protein expression using a specific antibody. We found that *ham^SK1^* or *ham^SK4^* homozygous brains show undetectable Ham protein expression (Figure 3C and D; data not presented). This result strongly suggests that mutant Ham protein encoded by the *ham^SK1^* or *ham^SK4^* allele is unstable, and that these two new *ham* alleles are strongly loss-of-function mutants. We then tested if Ham protein is required for suppressing supernumerary type II neuroblast formation. Indeed, *ham^SK1^* homozygous brains contained 40 ± 10 type II neuroblasts per lobe (n = 15 brains) (Figure 3E and F). Because Ham is detectable in Ase^+^ immature INPs and remains expressed in all INPs (Eroglu et al., 2014), we conclude that *ham* is a novel regulator of INP commitment.

*ham* knock-down drastically enhanced the supernumerary neuroblast phenotype in *erm^hypo^* brains, leading us to hypothesize that *ham* functions together with *erm* to suppress INPs from reverting to supernumerary type II neuroblasts. We tested this hypothesis by examining a potential genetic interaction between *erm* and *ham* during INP commitment. Although the heterozygosity of *erm* did not increase total type II neuroblasts (8.1 ± 0.3 per lobe; n = 11 brains), it enhanced the supernumerary neuroblast phenotype in *ham* deficiency heterozygous brains and in *ham^SK1^* homozygous brains (14 ± 2.2 vs. 76.2 ± 18.3 type II neuroblasts per lobe; n = 14 brains per genotype) (Figure 3G–I). We conclude that Ham functions synergistically with Erm to suppress supernumerary type II neuroblast formation.

**Figure 3.**
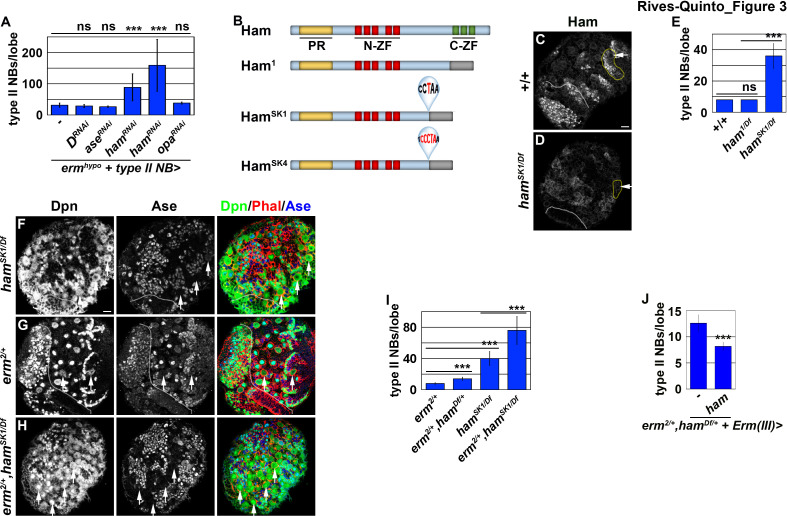
Ham is a novel regulator of INP commitment. (**A**) Quantification of total type II neuroblasts per *erm^hypo^* brain lobe that overexpressed a *UAS-RNAi* transgene driven by a type II neuroblast Gal4. Knocking-down *ham* function consistently enhanced the supernumerary type II neuroblast phenotype in *erm^hypo^* brains. (**B**) A diagram summarizing the lesions in *ham* alleles. The molecular lesions in *ham^Sk1^* and *ham^SK4^* alleles were not independently verified. (**C–D**) Ham expression in wild-type or *ham^SK1^* homozygous brains. Ham was detected in immature INPs and INPs in wild-type brains, but was undetectable in *ham^SK1^* homozygous brains. (**E**) Quantification of total type II neuroblasts per *ham*-mutant brain lobe. *ham^SK1^* homozygous but not *ham^1^* homozygous brains displayed a supernumerary type II neuroblast phenotype. (**F–H**) Images of *ham* single mutant or *ham,erm* double mutant brains. The heterozygosity of *erm* alone had no effect on type II neuroblasts, but enhanced the supernumerary type II neuroblast phenotype in *ham^SK1^* homozygous brains. (**I**) Quantification of total type II neuroblasts per brain lobe of the indicated genotypes. *erm* and *ham* function synergistically to prevent supernumerary type II neuroblast formation. (**J**) Quantification of total type II neuroblasts per *erm,ham* double heterozygous brain lobe that overexpressed a *UAS-ham* transgene driven by an INP Gal4. Overexpressing Ham in INPs rescued the supernumerary type II neuroblast phenotype in *erm,ham* double heterozygous brains. The following labeling applies to all images in this figure: white dashed line separates the optic lobe from the brain; yellow dashed line encircles a type II neuroblast lineage; white arrow: type II neuroblast. Scale bar, 10 μm. Bar graphs are represented as mean ± standard deviation. p-values: ***<0.005. ns: not significant. Figure 3—source data 1.Quantification of total type II neuroblasts per *erm^hypo^* brain lobe that overexpressed a *UAS-RNAi* transgene. Figure 3—source data 2.Quantification of total type II neuroblasts per *ham*-mutant brain lobe. Figure 3—source data 3.Quantification of total type II neuroblasts per brain lobe of the indicated genotypes. Figure 3—source data 4.Quantification of total type II neuroblasts per *erm,ham* double heterozygous brain lobe that overexpressed a *UAS-ham* transgene.

**Figure 3—figure supplement 1.**
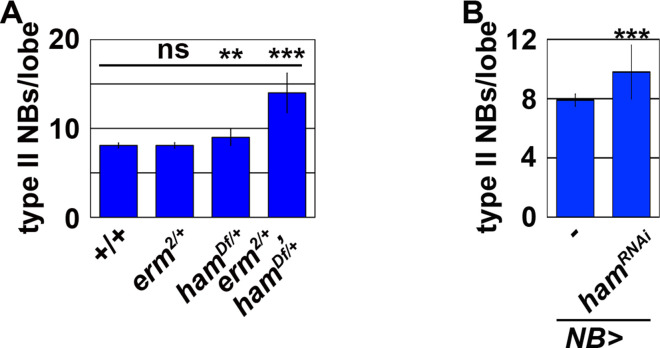
Ham functions synergistically with Erm to suppress supernumerary type II neuroblast formation. (**A**) Quantification of total type II neuroblasts per brain lobe of the indicated genotypes. *erm,ham* double heterozygous brains displayed the supernumerary type II neuroblast phenotype. (**B**) Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-ham^RNAi^* transgene driven by a pan-neuroblast Gal4. Knock-down of *ham* function in type II neuroblasts led to a mild supernumerary neuroblast phenotype. Bar graphs are represented as mean ± standard deviation. p-values: **<0.05, ***<0.005. ns: not significant. Figure 3—figure supplement 1—source data 1.Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-ham^RNAi^* transgene.

### Ham promotes stable INP commitment by repressing gene transcription

Re-activation of Notch signaling in INPs drives supernumerary type II neuroblast formation in *erm*-null brains (Weng et al., 2010). Therefore, we hypothesized that supernumerary type II neuroblasts in *ham-*null brains might also originate from INPs. Whereas *erm,ham* heterozygous brains alone contained 12.7 ± 1.6 type II neuroblasts per lobe (n = 9 brains), overexpressing *ham* in INPs driven by *Erm-Gal4(III)* rescued the supernumerary neuroblast phenotype in *erm,ham* double heterozygous brains (8.2 ± 0.8 type II neuroblasts per lobe; n = 24 brains) (Figure 3J). This result strongly suggests that supernumerary type II neuroblasts originate from INPs in *ham-*null brains. We generated GFP-marked mosaic clones derived from single type II neuroblasts to confirm the origin of supernumerary type II neuroblasts in *ham-*null brains. In wild-type clones (n = 9 clones), the parental type II neuroblast was always surrounded by Ase^-^ and Ase^+^ immature INPs (Figure 4A). By contrast, supernumerary neuroblasts in *ham^SK1^* homozygous clones (2.5 ± 1.7 type II neuroblasts per clone; n = 11 clones) were always located far away from parental neuroblasts and surrounded by Ase^+^ cells that were most likely Ase^+^ immature INPs and ganglion mother cells (Figure 4B and C). It is highly unlikely that supernumerary neuroblasts in *ham^SK1^* homozygous clones originated from symmetric neuroblast division based on their location relative to parental neuroblasts and the cell types that surround them. Thus, we conclude that Ham suppresses INP reversion to supernumerary type II neuroblasts.

**Figure 4.**
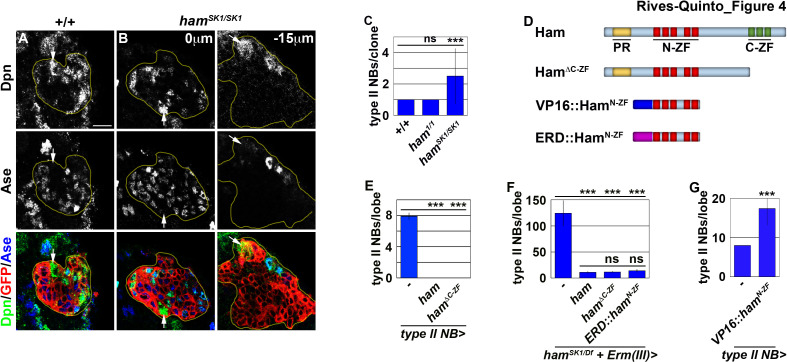
Ham suppresses INP reversion by repressing gene transcription. (**A–B**) Images of wild-type or *ham^SK1^* homozygous type II neuroblast mosaic clones. Supernumerary neuroblasts (−15 μm) in *ham^SK1^* homozygous clones were always located far from the parental neuroblast (0 μm), and were surrounded by Ase^+^ cells. (**C**) Quantification of total neuroblasts per *ham^1^* or *ham^SK1^* homozygous type II neuroblast clone. *ham^SK1^* homozygous clones contained supernumerary neuroblasts but *ham^1^* homozygous clones did not. (**D**) A diagram summarizing *UAS-ham* transgenes used in this study. (**E**) Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-ham* transgene driven by a type II neuroblast Gal4. Overexpressing full-length Ham or Ham^ΔC-ZF^ led to premature differentiation in type II neuroblasts. (**F**) Quantification of total type II neuroblasts per *ham^SK1^* homozygous brain lobe that overexpressed various *UAS-ham* transgenes driven by an INP Gal4. Overexpressed full-length Ham, Ham^ΔC-ZF^ or ERD::Ham^N-ZF^ rescued the supernumerary neuroblast phenotype in *ham^SK1^* homozygous brains. (**G**) Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-VP16::ham^N-ZF^* transgene driven by a type II neuroblast Gal4. Overexpressing VP16::Ham^N-ZF^ led to supernumerary type II neuroblast formation. The following labeling applies to all images in this figure: yellow dashed line encircles a type II neuroblast lineage; white arrow: type II neuroblast. Scale bar, 10 μm. Bar graphs are represented as mean ± standard deviation. Ppvalues: ***<0.005. ns: not significant. Figure 4—source data 1.Quantification of total neuroblasts per *ham^1^* or *ham^SK1^* homozygous type II neuroblast clone. Figure 4—source data 2.Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-ham* transgene. Figure 4—source data 3.Quantification of total type II neuroblasts per *ham^SK1^* homozygous brain lobe that overexpressed various *UAS-ham* transgenes. Figure 4—source data 4.Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-VP16::ham^N-ZF^* transgene.

Because Erm suppresses supernumerary type II neuroblast formation by repressing gene transcription, Ham likely prevents INP reversion as a transcriptional repressor. We reasoned that Ham might function through its N-terminal zinc finger to prevent INP reversion based on our finding that *ham^SK1^* but not *ham^1^* homozygous clones displayed a supernumerary neuroblast phenotype (Figure 4C). Consistent with this hypothesis, mis-expressing Ham^ΔC-ZF^ triggered premature differentiation in type II neuroblasts, identical to mis-expression of full-length Ham (n = 10 brains per genotype) (Figure 4E). We tested if overexpressing Ham^ΔC-ZF^ in INPs can rescue the supernumerary neuroblast phenotype in *ham^SK1^* homozygous brains by incubating larvae at 33°C for 96 hr. Incubating *ham^SK1^* homozygous larvae at an elevated temperature leads to a severer supernumerary neuroblast phenotype than at 25°C (Figures 3E and 4F). Overexpressing Ham^ΔC-ZF^ rescued the supernumerary neuroblast phenotype in *ham^SK1^* homozygous brains to a similar extent as overexpressing full-length Ham (11.1 ± 1.4 vs. 11.9 ± 1.3 type II neuroblasts per lobe; n = 11 or 9 brains, respectively) (Figure 4F). Under identical conditions, overexpressing a constitutive transcriptional repressor form of Ham containing only the N-terminal zinc fingers (ERD::Ham^N-ZF^) also rescued the supernumerary neuroblast phenotype in *ham^SK1^* homozygous brains (14 ± 2.3 type II neuroblasts per lobe; n = 9 brains) (Figure 4D and F). These results indicate that Ham functions through the N-terminal zinc finger to repress the transcription of genes that can trigger INP reversion to supernumerary type II neuroblasts.

Finally, we tested if the N-terminal zinc finger of Ham mediates target gene recognition. We mis-expressed a constitutive transcriptional activator form of Ham containing only the N-terminal zinc-finger motif (VP16::Ham^N-ZF^) (Figure 4D). We found that VP16::Ham^N-ZF^ misexpression in type II neuroblasts was sufficient to induce supernumerary neuroblast formation (17.1 ± 4.7 type II neuroblasts per lobe; n = 10 brains) (Figure 4G). Because VP16::Ham^N-ZF^ can exert a dominant-negative effect, we conclude that Ham suppresses INP reversion by recognizing target genes through its N-terminal zinc-finger motif and repressing their transcription.

### Inactivation during INP commitment relinquishes Notch’s ability to activate *tll* in INPs

Our findings strongly suggest that Erm and Ham inactivate *tll* during INP commitment, preventing the re-activation of Notch signaling from triggering *tll* expression in INPs (Figure 5A). Therefore, we tested if Erm and Ham indeed inactivate *tll* by reducing *tll* function in *erm,ham* double heterozygous brains. *tll* heterozygous brains contained 8.2 ± 0.4 type II neuroblasts per lobe, whereas *erm,ham* double heterozygous brains contained 11 ± 1.2 type II neuroblasts per lobe (n = 10 or 25 brains, respectively) (Figure 5B). The heterozygosity of *tll* consistently suppressed the supernumerary neuroblast phenotype in *erm,ham* double heterozygous brains (8.4 ± 0.6 type II neuroblasts per lobe; n = 22 brains) (Figure 5B). This result strongly supports our hypothesis that Erm and Ham inactivate *tll* during INP commitment. Consistent with this interpretation, we found that Tll::GFP becomes ectopically expressed in INPs in *erm,ham* double heterozygous brains (Figure 5C). In these brains, we reproducibly observed small cells expressing Tll::GFP and Deadpan (Dpn) but not Ase that were most likely supernumerary type II neuroblasts newly derived from INP reversion (Figure 5D). Furthermore, we found that one copy of the *tll::GFP(BAC)* transgene mildly enhanced the supernumerary neuroblast phenotype in *erm,ham* double heterozygous brains (15.4 ± 1.8 vs. 11.1 ± 1 type II neuroblasts per lobe; n = 12 or 11 brains, respectively) (Figure 5E). These data strongly support our model that Erm and Ham inactivate *tll* during INP commitment. We tested this model by overexpressing *erm* or *ham* in type II neuroblasts that carry one copy of the *tll::GFP(Bac)* transgene. We found that Tll::GFP expression in type II neuroblasts overexpressing Erm was mildly reduced prior to upregulation of Ase expression, and declined further following upregulation of Ase expression (Figure 5F, G and I). By contrast, Tll::GFP expression in type II neuroblasts overexpressing Ham was unaffected prior to upregulation of Ase expression, but rapidly declined following upregulation of Ase expression (Figure 5H and I). Together, these data strongly support our model that sequential inactivation by Erm and Ham during INP commitment renders *tll* refractory to activation in INPs.

**Figure 5.**
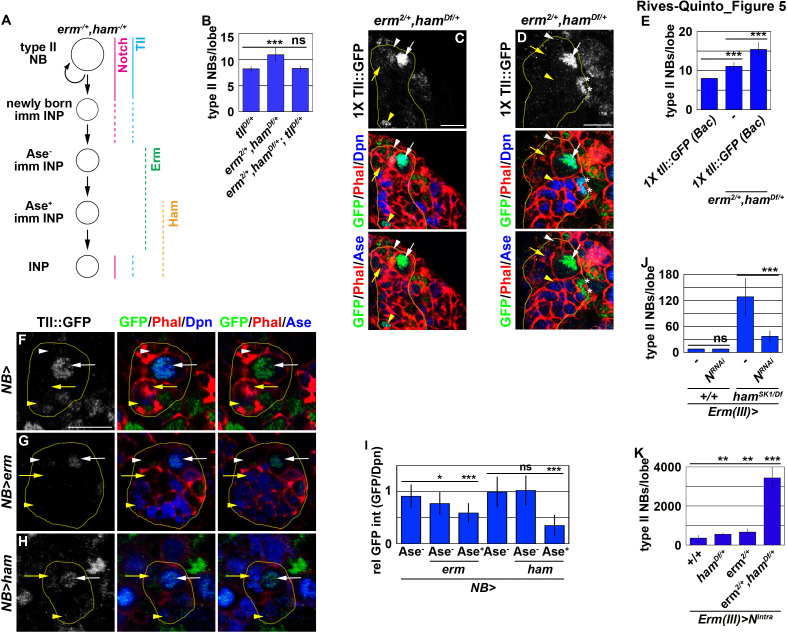
Erm- and Ham-mediated repression renders *tll* refractory for activation by Notch. (**A**) A diagram depicting our hypothesis that ectopic activation of *tll* in INPs leads to supernumerary type II neuroblasts in *erm*,*ham* double heterozygous brains. (**B**) Quantification of total type II neuroblasts per brain lobe that was *erm*,*ham* double heterozygous or *erm*,*ham,tll* triple heterozygous. Heterozygosity of *tll* suppressed the supernumerary neuroblast phenotype in *erm,ham* double heterozygous brains. (**C–D**) Images of *erm,ham* double heterozygous brains that carries a *tll::GFP(BAC)* transgene. Tll::GFP becomes ectopically expressed in INPs and supernumerary type II neuroblasts (*) in *erm,ham* double heterozygous brains. (**E**) Quantification of total type II neuroblasts *erm,ham* double heterozygous brain lobe that carried one copy of the *tll::GFP(BAC)* transgene. One copy of the *tll::GFP(BAC)* transgene was sufficient to enhance the supernumerary type II neuroblast phenotype in *erm,ham* double heterozygous brains. (**F–H**) Images of type II neuroblasts that mis-expressed a *UAS-erm* or *UAS-ham* transgene driven by a pan-neuroblast Gal4. Erm or Ham mis-expression drastically reduced Tll::GFP expression in type II neuroblasts. (**I**) Quantification of Tll::GFP expression relative to Dpn expression in type II neuroblasts that mis-expressed a *UAS-erm* or *UAS-ham* transgene driven by a pan-neuroblast Gal4. Erm mis-expression reduced Tll::GFP expression in type II neuroblasts before the onset of Ase expression, whereas Ham mis-expression reduced Tll::GFP expression in type II neuroblasts after the onset of Ase expression. (**J**) Quantification of total type II neuroblasts per wild-type or *ham^SK1^* homozygous brain lobe that overexpressed a *UAS-N^RNAi^* transgene driven by an INP Gal4. Knocking-down *Notch* function in INPs suppressed the supernumerary type II neuroblast phenotype in *ham^SK1^* homozygous brains. (**K**) Quantification of total type II neuroblasts per *erm* or *ham* heterozygous brain lobe that overexpressed a *UAS-N^intra^* transgene driven by an INP Gal4. Overexpressing *N^intra^* in INPs more efficiently induced supernumerary neuroblasts in *erm,ham* double heterozygous brains than in *erm* or *ham* heterozygous brains. The following labeling is applicable to all panels of images in this figure: yellow dashed line encircles a type II neuroblast lineage; white arrow: type II neuroblast; white arrowhead: Ase^-^ immature INP; yellow arrow: Ase^+^ immature INP; yellow arrowhead: INP; *: supernumerary type II neuroblasts. Scale bar, 10 μm. Bar graphs are represented as mean ± standard deviation. p-values: **<0.05, ***<0.005. ns: not significant. Figure 5—source data 1.Quantification of total type II neuroblasts per brain lobe that was *erm*,*ham* double heterozygous or *erm*,*ham,tll* triple heterozygous. Figure 5—source data 2.Quantification of total type II neuroblasts *erm,ham* double heterozygous brain lobe that carried one copy of the *tll::GFP(BAC)* transgene. Figure 5—source data 3.Quantification of Tll::GFP expression relative to Dpn expression in type II neuroblasts that mis-expressed a *UAS-erm* or *UAS-ham* transgene. Figure 5—source data 4.Quantification of total type II neuroblasts per wild-type or *ham^SK1^* homozygous brain lobe that overexpressed a *UAS-N^RNAi^* transgene. Figure 5—source data 5.Quantification of total type II neuroblasts per *erm* or *ham* heterozygous brain lobe that overexpressed a *UAS-N^intra^* transgene.

Because *tll* is a putative target of Notch, we tested if inactivation of *tll* by Erm and Ham relinquishes the ability of Notch signaling to activate *tll* in INPs. We knocked-down *Notch* function in INPs in wild-type or *ham^SK1^* homozygous brains. Knock-down of *Notch* function in INPs had no effect on type II neuroblasts in wild-type brains (7.9 ± 0.3 type II neuroblasts per lobe; n = 17 brains) (Figure 5J). However, in *ham^SK1^* homozygous brains, knocking-down *Notch* function in INPs reduced the number of type II neuroblasts per lobe from 128 ± 39.6 to 36.4 ± 11.6 (n = 9 brains per genotype) (Figure 5J). This result indicates that re-activation of Notch signaling triggers INP reversion to supernumerary type II neuroblasts in *ham-*null brains. We extended our analyses to test if inactivation by Erm and Ham reduces the competency to respond to Notch signaling. Consistently, overexpressing constitutively activated Notch (Notch^intra^) induced a drastically more severe supernumerary neuroblast phenotype in *erm*,*ham* double heterozygous brains (3,437.6 ± 586.8 type II neuroblasts per lobe; n = 9 brains) than in *erm* or *ham* single heterozygous brains (687 ± 134.3 vs. 588.6 ± 77.6 type II neuroblasts per lobe; n = 9 or 11 brains, respectively) (Figure 5K). Thus, we propose that inactivation by Erm and Ham during INP commitment renders *tll* refractory to Notch signaling in INPs (Figure 5A).

### Inactivation by Hdac3 relinquishes Notch’s ability to activate *tll* in INPs

To prevent Notch signaling from activating *tll* in INPs, Erm and Ham must function through chromatin-modifying proteins. We first tested if Erm and Ham inactivate *tll* by promoting sequential chromatin changes during INP commitment. We overexpressed full-length Ham or Ham^ΔC-ZF^ driven by *Erm-Gal4(III)* in *erm*-null brains. *erm*-null brains alone contained 1824.6 ± 520.7 type II neuroblasts per lobe (n = 13 brains) (Figure 6A and Figure 6—figure supplement 1A). Overexpressing full-length Ham or Ham^ΔC-ZF^ strongly suppressed the supernumerary neuroblast phenotype in *erm*-null brains (34.5 ± 8.3 vs. 64.6 ± 18.3 neuroblasts per lobe; n = 13 or 7 brains, respectively) (Figure 6A and Figure 6—figure supplement 1B). This result indicates that Ham over-expression can replace endogenous Erm function to suppress INP reversion, suggesting that these two transcriptional repressors function through an identical chromatin-modifying protein to inactivate *tll* during INP commitment.

**Figure 6.**
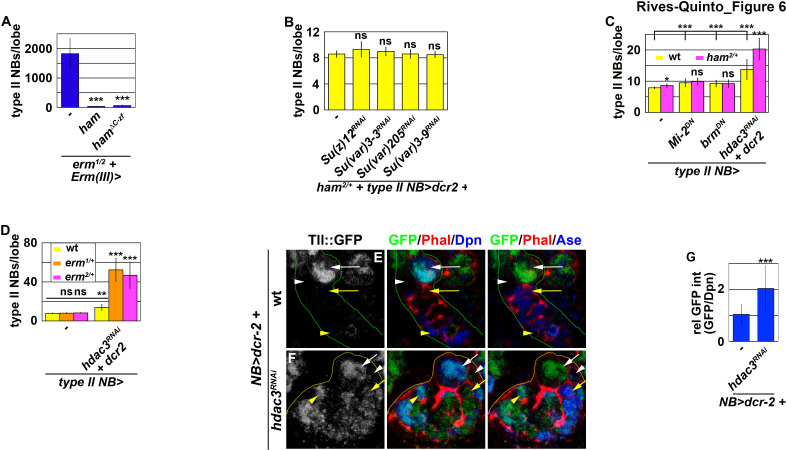
Erm and Ham function through Hdac3 to prevent INPs from reverting to type II neuroblasts. (**A**) Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-ham* transgene driven by an INP Gal4. Overexpressing full-length Ham or Ham^ΔC-ZF^ in INPs suppressed the supernumerary type II neuroblast phenotype in *erm*-null brains. (**B**) Quantification of total type II neuroblasts per *ham* heterozygous brain lobe that overexpressed a *UAS-RNAi* transgene driven by a type II neuroblast Gal4. Reducing activity of the indicated chromatin complex did not increase INP reversion into supernumerary type II neuroblasts in *ham* heterozygous brains. (**C**) Quantification of total type II neuroblasts per *ham* heterozygous brain lobe that overexpressed a *UAS* transgene driven by a type II neuroblast Gal4. Reducing Hdac3 activity increased INP reversion into supernumerary type II neuroblasts in *ham* heterozygous brains. (**D**) Quantification of total type II neuroblasts per *erm* heterozygous brain lobe that overexpressed a *UAS-hdac3^RNAi^* transgene driven by a type II neuroblast Gal4. Reducing Hdac3 activity increased INP reversion into supernumerary type II neuroblasts in *erm* heterozygous brains. (**E–F**) Images of *tll::GFP(Bac)* brains that overexpressed a *UAS-hdac3^RNAi^* transgene driven by a pan-neuroblast Gal4. Reducing Hdac3 activity in type II neuroblasts led to ectopic Tll::GFP expression in immature INPs and INPs. (**G**) Quantification of Tll::GFP expression relative to Dpn expression in INPs derived from type II neuroblasts that overexpressed a *UAS-hdac3^RNAi^* transgene. Reducing Hdac3 activity in type II neuroblasts led to ectopic Tll::GFP expression in INPs. The following labeling is applicable to all panels of images in this figure: yellow dashed line encircles a type II neuroblast lineage; white arrow: type II neuroblast; white arrowhead: Ase^-^ immature INP; yellow arrow: Ase^+^ immature INP; yellow arrowhead: INP. Bar graphs are represented as mean ± standard deviation. p-values: **<0.05, ***<0.005. ns: not significant. Figure 6—source data 1.Quantification of total type II neuroblasts per brain lobe that overexpressed a *UAS-ham* transgene. Figure 6—source data 2.Quantification of total type II neuroblasts per *ham* heterozygous brain lobe that overexpressed various *UAS* transgenes. Figure 6—source data 3.Quantification of total type II neuroblasts per *erm* heterozygous brain lobe that overexpressed a *UAS-hdac3^RNAi^* transgene. Figure 6—source data 4.Quantification of Tll::GFP expression relative to Dpn expression in INPs derived from type II neuroblasts that overexpressed a *UAS-hdac3^RNAi^* transgene.

**Figure 6—figure supplement 1.**
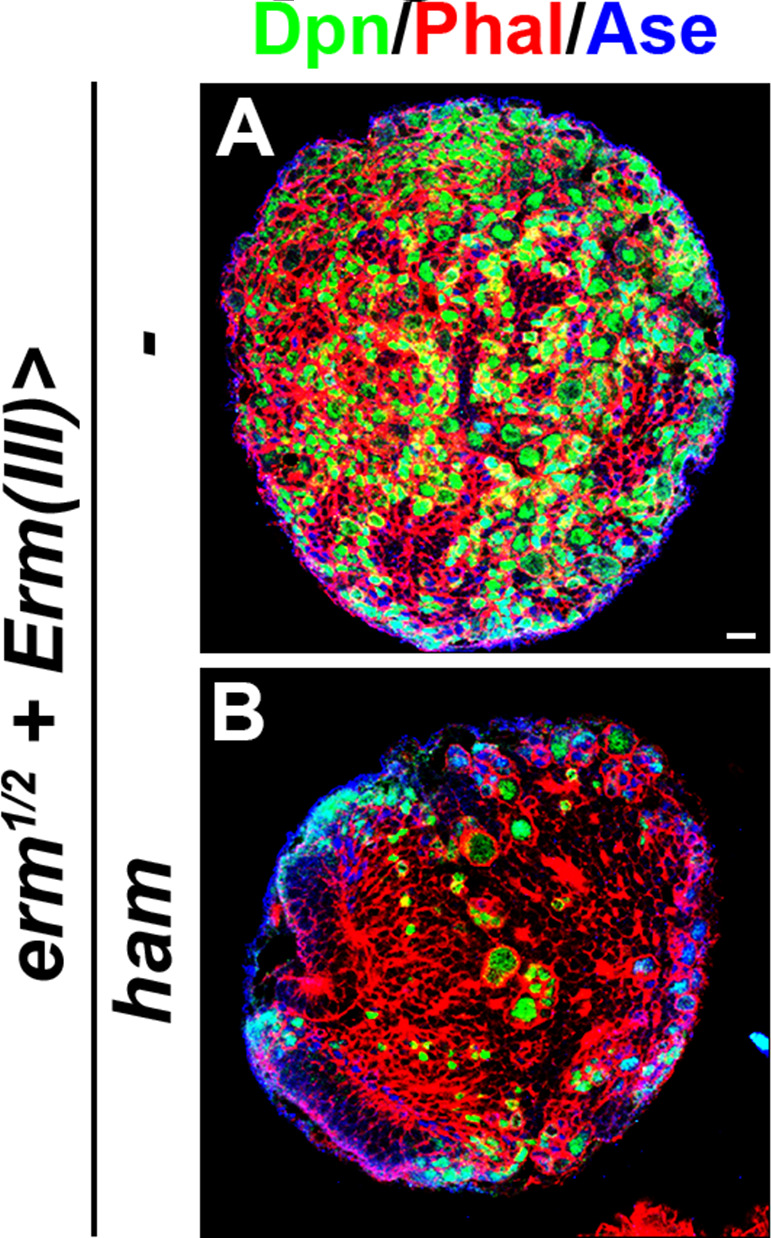
Ham overexpression in Ase^+^ immature INPs suppressed INP reversion in *erm-null* brains. (**A–B**) Images of *erm*-null brains that overexpressed a *UAS-ham* transgene driven by an INP Gal4. Ham overexpression in INPs suppressed the supernumerary type II neuroblast phenotype in *erm*-null brains. Scale bar, 10 μm.

We predicted that decreasing the activity of a chromatin-modifying protein required for Ham-mediated gene inactivation during INP commitment should enhance the supernumerary neuroblast phenotype in *ham* heterozygous brains. We knocked-down the function of genes known to contribute to the inactivation of gene transcription in *ham* heterozygous brains. Reducing the activity of PRC2 or heterochromatin protein 1, as well as decreasing the recruitment of Heterochromatin Protein 1, had no effect on the supernumerary neuroblast phenotype in *ham* heterozygous brains (Figure 6B). While reducing the activity of nucleosome remodelers alone led to a mild supernumerary type II neuroblast phenotype, it did not further enhance the supernumerary neuroblast phenotype in *ham* heterozygous brains (Figure 6C). By contrast, reducing the activity of histone deacetylase 3 (Hdac3) alone resulted in a mild supernumerary type II neuroblast phenotype and significantly enhanced the supernumerary neuroblast phenotype in *ham* heterozygous brains (Figure 6C). These results led us to conclude that Ham likely functions through Hdac3 to prevent INP reversion. We next tested if Erm also functions through Hdac3 to prevent INP reversion. *erm* heterozygous brains alone did not display a supernumerary type II neuroblast phenotype (Figure 6D). Knocking-down *hdac3* function in *erm* heterozygous brains led to a more than three-fold increase in supernumerary type II neuroblasts as compared to wild-type brains (Figure 6D). These data strongly support a model that Hdac3 functions together with Erm and Ham to silence *tll* during INP commitment.

We tested if *hdac3* is indeed required for silencing *tll* during INP commitment by overexpressing a *UAS-hdac3^RNAi^* transgene in type II neuroblasts. Consistent with our hypothesis, knock down of *hdac3* function in type II neuroblasts and their progeny led to ectopic Tll::GFP expression in immature INPs and INPs (Figure 6E–G). These results confirmed that Hdac3 is required for inactivating *tll* during INP commitment. Thus, we conclude that Erm and Ham likely function through Hdac3 to prevent INP from reverting to supernumerary type II neuroblasts by continually inactivating *tll*.

## Discussion

The expansion of OSVZ neural stem cells, which indirectly produce neurons by initially generating intermediate progenitors, drives the evolution of lissencephalic brains to gyrencephalic brains (Cárdenas and Borrell, 2020; Delaunay et al., 2017; Di Lullo and Kriegstein, 2017). Recent studies have revealed important insights into genes and cell biological changes that lead to the formation of OSVZ neural stem cells (Fujita et al., 2020; Namba et al., 2020). However, the mechanisms controlling the functional identity of OSVZ neural stem cells, including the competency to generate intermediate progenitors, remain unknown. In this study, we have provided compelling evidence demonstrating that Tll is necessary and sufficient for the maintenance of an undifferentiated state and the competency to generate intermediate progenitors in type II neuroblasts (Figure 7). We also showed that two sequentially activated transcriptional repressors, Erm and Ham, likely function through Hdac3 to silence *tll* during INP commitment ensuring normal indirect neurogenesis in larval brains. We propose that continual inactivation of stem cell functional identity genes by histone deacetylation allows intermediate progenitors to stably commit to generating sufficient and diverse differentiated cells during neurogenesis.

**Figure 7.**
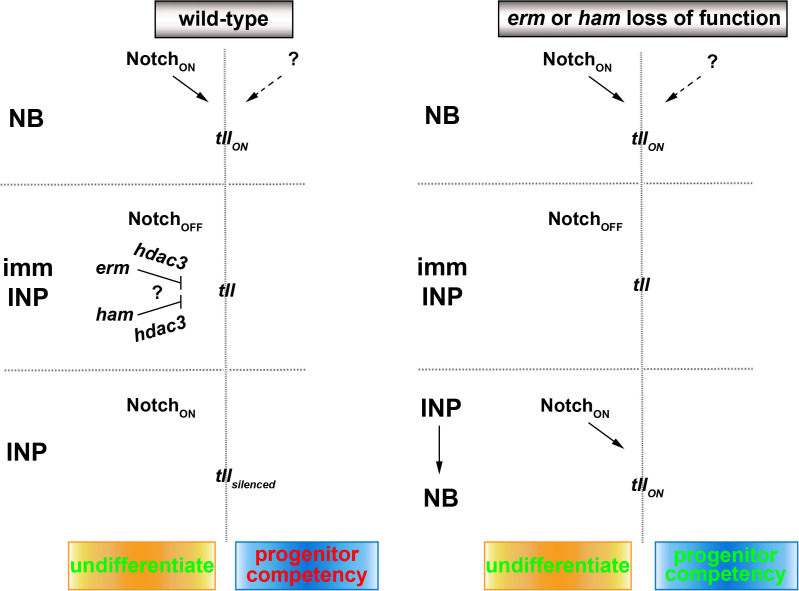
A proposed model for the regulation of type II neuroblast functionality. We propose that Erm and Ham recruits Hdac3 to silence *tll* during INP commitment, preventing re-activation of Notch signaling in INPs from triggering Tll expression in wild-type brains. The *tll* locus remains in an activatable state in *erm-* or *ham-*null brains, and re-activation of Notch signaling in INPs triggers aberrant Tll expression driving INP reversion to supernumerary type II neuroblasts.

### Regulation of the maintenance of an undifferentiated state and the competency to generate intermediate progenitors in neural stem cells

Stem cell functional identities encompass the maintenance of an undifferentiated state and other unique functional features, such as the competency to generate intermediate progenitors. Because genetic manipulation of Notch signaling perturbs the regulation of differentiation during asymmetric stem cell division (Imayoshi et al., 2010; Kageyama et al., 2008), the role of Notch in regulating other stem cell functions remains poorly understood. In the fly type II neuroblast lineage, overexpressing Notch^intra^ or the downstream transcriptional repressors Dpn, E(spl)mγ, and Klumpfuss (Klu) induces the formation of supernumerary type II neuroblasts at the expense of generating immature INPs via the inhibition of *erm* activation (Janssens et al., 2017). These results indicate that the Notch-Dpn/E(spl)mγ/Klu axis provides an evolutionarily conserved mechanism to maintain neural stem cells in an undifferentiated state. Although overexpressing Notch^intra^ but not Dpn, E(spl)mγ, and Klu in combination in INPs is sufficient to drive supernumerary type II neuroblast formation, Notch^intra^ overexpression is not sufficient to transform a type I neuroblast into a type II neuroblast (data not presented). Thus, we propose that Notch functions as a general activator of genes expression in type II neuroblasts, and specific regulators of type II neuroblast functional identities must exist.

Our study strongly suggests that *tll* functions as a master regulator of type II neuroblast functional identities (Figure 7). Identical to *Notch*, *tll* is necessary for maintaining type II neuroblasts in an undifferentiated state and is sufficient to induce INP reversion into type II neuroblasts (Figure 2B–G; Hakes and Brand, 2020). Uniquely, high levels of Tll is sufficient to molecularly transform greater than 60% of type I neuroblasts in the ventral brain region into type II neuroblasts (Figure 2H–M). Brain regionalization leads to distinct degrees of sensitivity to Tll overexpression. For example, type I neuroblasts in the dorsal-anterior region of the brain are resistant to Tll-induced lineage transformation. By contrast, Tll overexpression can transform most, if not all, type I neuroblasts in the ventral-lateral and ventral-medial regions of the brain into type II neuroblasts. High levels of Tll expression in ventral-lateral type I neuroblasts leads to accumulation of mostly supernumerary type II neuroblasts and very few Erm::V5^+^ immature INPs. This result phenocopies Tll overexpression driven by strong drivers in the type II neuroblast lineages, and suggests that neuroblast progeny rapidly re-acquire a neuroblast identity instead of an immature INP identity (data not presented) (Hakes and Brand, 2020). Tll overexpression in ventral-medial type I neuroblasts leads to the formation of supernumerary type II neuroblasts interspersed with Erm::V5^+^ immature INPs, mimicking Tll overexpression driven by moderate drivers in the type II neuroblast lineages. We speculate that progeny of transformed type II neuroblasts in the ventral-medial region of the brain can assume an immature INP identity and then revert into supernumerary type II neuroblasts. These data strongly support a model that Tll is a potent activator of type II neuroblast functional identities.

A key question regarding the proposed function of Tll in regulating type II neuroblast functional identities is how it mechanistically links to genes previously shown to control these characteristics. ChIP-seq on fly embryonic nuclear extract using the Tll::GFP(Bac) transgenic protein identified hundreds of putative Tll target genes that include all previously characterized regulators of type II neuroblast functional identities (Davis et al., 2018). Tll binds *dpn*, *E(spl)mγ* and *klu* loci in embryos, suggesting that Tll likely regulates their expression. The phenotypic effects of loss- and gain-of-function of *tll* on type II neuroblasts mimic those of *dpn*, *E(spl)mγ* and *klu*. The vertebrate homolog of Tll, Tlx, has been shown to function as a transcriptional activator during neurogenesis (Sun et al., 2017). Thus, Tll might maintain type II neuroblasts in an undifferentiated state by promoting *dpn*, *E(spl)mγ* and *klu* expression. Tll also binds *pntP1* and *btd* loci in embryos. Similar to Tll overexpression, mis-expression of PntP1 or Btd can transform type I neuroblasts in the ventral brain region into type II neuroblasts (Komori et al., 2014b; Xie et al., 2014; Zhu et al., 2011). Thus, it is plausible that *tll* functions through *pntP1* or *btd* to regulate the competency to generate INPs in type II neuroblasts. These results strongly support our model that Tll is key component of the regulatory mechanism that endows type II neuroblasts with lineage-specific functional identities. Future experiments to validate the mechanistic links between tll and genes that regulate various lineage-specific functional characteristics will allow for the establishment of gene regulatory circuits that regulate type II neuroblast functional identities.

### Successive transcriptional repressor activity inactivates stem cell functional identity genes during progenitor commitment

The identification of *ham* as a putative regulator of INP commitment was unexpected given that a previously published study concluded that Ham functions to limit INP proliferation (Eroglu et al., 2014). Ham is the fly homolog of Prdm16 in vertebrates and has been shown to play a key role in regulating cell fate decisions in multiple stem cell lineages (Baizabal et al., 2018; Harms et al., 2015; Moore et al., 2002; Shimada et al., 2017). Prdm16 contains two separately defined zinc-finger motifs, with each likely recognizing unique target genes. Prdm16 can also function through a variety of cofactors to activate or repress target gene expression, independent of its DNA-binding capacity. Thus, Ham can potentially inactivate stem cell functionality genes via one of several mechanisms. By using a combination of previously isolated alleles and new protein-null alleles, we demonstrated that the N-terminal zinc-finger motif is required for Ham function in immature INPs. Based on the overexpression of a series of chimeric proteins containing the N-terminal zinc-finger motif, our data indicate that Ham prevents INP reversion to supernumerary type II neuroblasts by recognizing target genes via the N-terminal zinc-finger motif and possibly repressing their transcription. Our results suggest that Ham prevents INPs from reverting to supernumerary type II neuroblasts by possibly repressing target gene transcription.

A key question raised by our study is why two transcriptional repressors that seemingly function in a redundant manner are required to prevent INPs from reverting to supernumerary type II neuroblasts. INP commitment lasts approximately 6–8 hr following the generation of an immature INP (Berger et al., 2012; Homem et al., 2014); after this time, the immature INP transitions into an INP. *erm* is poised for activation in type II neuroblasts and becomes rapidly activated in the newly generated immature INP less than 90 min after its generation (Janssens et al., 2017). As such, Erm-mediated transcriptional repression allows for the rapid inactivation of type II neuroblast functional identity genes. Because Erm expression rapidly declines in INPs when Notch signaling becomes reactivated, a second transcriptional repressor that becomes activated after Erm and whose expression is maintained throughout the life of an INP is required to continually inactivate type II neuroblast functional identity genes. Ham is an excellent candidate because it becomes expressed in immature INPs 3–4 hr after the onset of Erm expression and is detected in all INPs. Similar to Erm, Ham recognizes target genes and represses their transcription. Furthermore, *ham* functions synergistically with *erm* to prevent INP reversion to supernumerary type II neuroblasts, and overexpressed Ham can partially substitute for endogenous Erm. Thus, Erm- and Ham-mediated transcriptional repression renders type II neuroblast functional identity genes refractory to activation by Notch signaling throughout the lifespan of the INP, ensuring the generation of differentiated cell types rather than supernumerary type II neuroblasts instead.

### Sustained inactivation of stem cell functional identity genes distinguishes intermediate progenitors from stem cells

Genes that specify stem cell functional identity become refractory to activation during differentiation, but the mechanisms that restrict their expression are poorly understood due to a lack of lineage information. Researchers have proposed several epigenetic regulator complexes that may restrict neural stem-cell-specific gene expression in neurons (Hirabayashi and Gotoh, 2010; Ronan et al., 2013). We knocked-down the function of genes that were implicated in restricting neural stem cell gene expression during differentiation in order to identify chromatin regulators that are required to inactivate type II neuroblast functional identity genes during INP commitment. Surprisingly, we found that only Hdac3 is required for both Erm- and Ham-mediated suppression of INP reversion to type II neuroblasts. Our finding is consistent with a recent study showing that blocking apoptosis in lineage clones derived from PRC2-mutant type II neuroblasts did not lead to supernumerary neuroblast formation (Abdusselamoglu et al., 2019). Our data strongly suggest that genes specifying type II neuroblast functional identity, such as *tll,* are likely silenced rather than decommissioned in INPs. This result is supported by the finding that overexpressing Notch^intra^ but not Notch downstream transcriptional repressors in INPs can re-establish a type II neuroblast-like undifferentiated state. We speculate that continual histone deacetylation is required to counter the transcriptional activator activity of endogenous Notch and silence *tll* in INPs (Figure 7). By contrast, the chromatin in the *tll* locus might be close and inaccessible to the Notch transcriptional activator complex in type I neuroblasts; thus, overexpressing Notch^intra^ cannot transform type I neuroblasts into type II neuroblasts. A key remaining question is what transcription factor is required to maintain the chromatin in the *tll* loci in an open state. Insights into regulation of the competency of the *tll* locus to respond to activated Notch signaling might improve our understanding of the molecular determinants of OSVZ neural stem cells.

## Materials and methods

### Fly genetics and transgenes

Fly crosses were carried out in 6-oz plastic bottles, and eggs were collected on apple caps in 8 hr intervals. Newly hatched larvae were genotyped and allowed to grow on corn meal caps. Larvae were shifted to 33°C for 72 hr io induce *UAS*-transgene expression for overexpression or knock down studies prior to dissection.

Larvae for MARCM analyses were genotyped at hatching and allowed to grow at 25°C for 24 hr. Larvae were then shifted to a 37°C water bath for 90 minto induce clones. Heat-shocked larvae were allowed to recover and grow at 25°C for 72 hr prior to dissection.

Transgenes were inserted into the *pUAST-attB M{3xP3-RFP.attP}ZH-86Fb* docking site using ΦC31 integrase-mediated transgenesis (Bischof and Basler, 2008). DNA injections were carried out by BestGene Inc or Genetivision Inc, and transgenic flies were identified in the F1 generation based on their red eye color.

### Immunofluorescent staining and antibodies

Larval brains were dissected in PBS and fixed in 100 mM PIPES (pH 6.9), 1 mM EGTA, 0.3% Triton X-100, and 1 mM MgSO_4_ containing 4% formaldehyde for 23 min. Fixed brain samples were washed with PBST (1XPBS and 0.3% Triton X-100). After removing the fix solution, samples were incubated with primary antibodies for 3 hr at room temperature. Three hours later, samples were washed with PBST and then incubated with secondary antibodies overnight at 4°C. On the next day, samples were washed with PBST and then equilibrated in ProLong Gold antifade mountant (ThermoFisher Scientific). The confocal images were acquired on a Leica SP5 scanning confocal microscope (Leica Microsystems, Inc). More than 10 brains per genotype were used to obtain data in each experiment.

### RNA extraction and qRT-PCR

Total RNA was extracted from control or treated *brat^11/Df(2L)Exel8040^* larvae carrying *2xTub-Gal80^ts^*, *Wor-Gal4* and *UAS-insb* transgenes using TRIzol (ThermoFisher Scientific) and mRNA was purified using the RNeasy Micro Kit (Qiagen) according to the manufacturer’s protocol. First strand cDNA was synthesized using a 1^st^ Strand cDNA Synthesis Kit for RT-PCR [AMV] (Roche) according to the manufacturer’s protocol. cDNA is amplified by using gene-specific primers. qRT-PCR was performed using ABsolute QPCR SYBR Green ROX Mix (ThermoFisher Sientific). Data were analyzed by comparative CT method, and the relative mRNA expression was presented.

### Sample preparation and RNA sequencing

Control or treated *brat^11/Df(2L)Exel8040^* larvae carrying *2xTub-Gal80^ts^*, *Wor-Gal4* and *UAS-insb* transgenes were cultured in corn meal caps. One third of the larvae (18 hr Insb OE sample) were allowed to grow at 25°C for 102 hr and then transferred to 33°C to induce transient Insb overexpression for 18 hr. One-third of the larvae (9 hr Insb OE sample) were allowed to grow at 25°C for 111 hr and then transferred to 33°C to induce transient Insb overexpression for 9 hr. The remaining third of the larvae (0 hr Insb OE) were allowed to grow at 25°C for 120 hr. Fifty brains from each group were isolated on the same day, and immediately processed for RNA extraction. Biological triplicate brain samples were collected. Paired-end Poly-A-mRNA libraries were generated to be assayed by Illumina HiSeq 4000. Differential genes expression was based on absolute linear fold change >or equal 1.5.

### Bioinformatics: RNA-seq analysis

Biological triplicate brain samples for each time point were sequenced using Illumina HiSeq 4000. The samples had around 46, 45 and 44 million reads. Quality of the raw reads for each sample was checked using FastQC (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc). We align the reads to the dm6 reference genome including mRNAs (http://www.genome.ucsu.edu/) with HISAT2 (version 2.1.0) and default parameters. Alignment results were validated through a second round of FASTQ followed by quantification and analysis. For differential expression analysis, Stringtie (version 1.3.4) quantifies expression at the gene and isoforms levels and DESeq2 (version 1.20.0) performs differential expression testing. We compared transcriptional profile between 0 hr vs 9 hr, 0 hr vs 18 hr, and 9 hr vs 18 hr. 

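The comparison of 18 hr with 9 hr gave 1 called gene, *D*, higher at 18 hr, and 0 lower genes. At an unadjusted p under 0.05 there were 1171 genes, 658 lower and 513 higher, and 18.5% of all genes tested had no overlap between the groups. Chance gives 10% with 3 independent libraries in each group. It gives more where 9 hr replicates 2 and 3 count as 1 sample, so the 18.5% cannot be read as an excess over chance. *D* had a log2 fold change of 0.83 (standard error 0.0649, adjusted p = 0.0104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without 18 hr replicate 2 its adjusted p was 0.0711, with 9 hr replicates 2 and 3 summed 0.0518, and with the replicate number as a block 0.123. DESeq2's Wald test called 25 genes lower and 12 higher. With the 9 and 18 hr libraries fitted alone, 0 genes were called and 1166 had an unadjusted p under 0.05. The 9 other splits of these libraries into 3 and 3 gave between 94 and 872 such genes.
Between the comparisons of 9 hr and of 18 hr with 0 hr, 75 calls were shared, 21 lower and 54 higher, and 0 genes were called in opposite directions. Both comparisons use the same 0 hr libraries, which alone makes their results alike. In 40 simulated data sets with 9 unchanged libraries each, 0 genes were called in both, and lists as long as the real ones shared 40.2 genes on average and 49 at most. The log2 fold changes of all genes correlated at 0.66 across genes, against 0.41 to 0.56 in the simulated sets. Genes are not independent replicates.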

We identified genes and transcripts as being differentially expressed based on absolute linear fold change >or equal 1.5.

### Quantification and statistical analysis

The Image J software was used to quantify the number of cells of interest. Dpn single-channel confocal images were used to assign the area the type II Neuroblasts or INP nucleus. All biological replicates were independently collected and processed. All statistical analyses were performed using a two-tailed Student's T-test, a p-value<0.05,<0.005, and<0.0005 were indicated by (*), (**) and (***), respectively in figures.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE152636. The following dataset was generated: Rives-QuintoNKomoriHLeeCY2020Sequential activation of transcriptional repressors promotes progenitor commitment by silencing stem cell identity genesNCBI Gene Expression OmnibusGSE15263610.7554/eLife.56187PMC772844033241994

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	anti-GFP (Chicken polyclonal)	Aves Labs, INC.	Cat#GFP-1020, RRID:AB_2307313	IF(1:2000)
Antibody	anti-V5 (Mouse monoclonal)	ThermoFisher Scientific	Cat#R960-25, RRID:AB_2556564	IF(1:500)
Antibody	anti-Ase (Rabbit polyclonal)	Weng et al., 2010 doi: 10.1016/j.devcel.2009.12.007.		IF(1:400)
Antibody	anti-Hamlet (Rabbit polyclonal)	Eroglu et al., 2014 doi: 10.1016/j.cell.2014.01.053.		IF(1:50)
Antibody	anti-Dpn (Rat monoclonal)	Lee et al., 2006a doi: 10.1038/nature04299.	clone 11D1BC7.14	IF(1:2)
Antibody	Alexa Fluor 488 AffiniPure Anti-Chicken IgY (IgG) (H+L) (Donkey polyclonal)	Jackson Immuno Research Laboratories, INC.	Cat#703-545-155, RRID:AB_2340375	IF(1:500)
Antibody	Alexa Fluor 647 AffiniPure anti-Rat IgG (H+L) (Goat polyclonal)	Jackson Immuno Research Laboratories, INC.	Cat#112-605-167 RRID:AB_2338404	IF(1:500)
Antibody	anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Goat polyclonal)	ThermoFisher Scientific	Cat#A-11029, RRID:AB_2534088	IF(1:500)
Antibody	anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Goat polyclonal)	ThermoFisher Scientific	Cat#A-11034, RRID:AB_2576217	IF(1:500)
Antibody	anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 546 (Goat polyclonal)	ThermoFisher Scientific	Cat#A-11035, RRID:AB_2534093	IF(1:500)
Other	Rhodamine Phalloidin	ThermoFisher Scientific	Cat#R415	IF(1:100)
Genetic reagent (*D. melanogaster*)	*brat^11^/CyO, Actin-GFP*	Lee et al., 2006b doi: 10.1016/j.devcel.2006.01.017.		
Genetic reagent (*D. melanogaster*)	*w^1118^; Df(2L)Exel8040/CyO*	Bloomington Drosophila Stock Center	BDSC: 7847 FlyBase: FBst0007847; RRID:BDSC_7847	FlyBase symbol: *Df(2L)Exel8040/CyO*
Genetic reagent (*D. melanogaster*)	*y^1^, M{vas-int.Dm}ZH-2A w^*^; M{UAS-insb^FL^-myc}ZH-86Fb*	Komori et al., 2018 doi: 10.1101/gad.320333.118.		
Genetic reagent (*D. melanogaster*)	*Wor-Gal4(II)*	Lee et al., 2006a doi: 10.1038/nature04299.		
Genetic reagent (*D. melanogaster*)	*Wor-Gal4(III)*	Weng et al., 2010 doi: 10.1016/j.devcel.2009.12.007.		
Genetic reagent (*D. melanogaster*)	*y^1^, w*; P{tubPGAL80} LL10, P{neoFRT}40A/CyO*	Bloomington *Drosophila* Stock Center	BDSC: 5192 FlyBase: FBst0005192; RRID:BDSC_5192	FlyBase symbol: *y^1^, w*; P{tubPGAL80} LL10, P{neoFRT}40A/CyO*
Genetic reagent (*D. melanogaster*)	*P{hsFLP}^1^, P{tubP-GAL80}LL1, w*,* *P{neoFRT}19A; P{UAS-mCD8::GFP.L}LL5*	Bloomington *Drosophila* Stock Center	BDSC: 5134 FlyBase: FBst0005134; RRID:BDSC_5134_	FlyBase symbol: *P{hsFLP}^1^, P{tubP-GAL80}LL1, w*,* *P{neoFRT}19A; P{UAS-mCD8::GFP.L}LL5*
Genetic reagent (*D. melanogaster*)	*y^1^ w*; PBac{y[+mDint2] w[+mC]=tll EGFP.S}VK00037*	Bloomington *Drosophila* Stock Center	BDSC: 30874 FlyBase: FBst0030874; RRID:BDSC_30874	FlyBase symbol: *y^1^ w*; PBac{y[+mDint2] w[+mC]=tll EGFP.S}VK00037*
Genetic reagent (*D. melanogaster*)	*Erm-Gal4 (II)*	Pfeiffer et al., 2008 doi: 10.1073/pnas.0803697105.		
Genetic reagent (*D. melanogaster*)	*Erm-Gal4 (III)*	Pfeiffer et al., 2008 doi: 10.1073/pnas.0803697105.		
Genetic reagent (*D. melanogaster*)	*tll^RNAi^*: *y^1^ sc* v^1^ sev^21^; P{TRiP.HMS01316}attP2*	Bloomington *Drosophila* Stock Center	BDSC: 34329 FlyBase: FBst0034329; RRID:BDSC_34329	FlyBase symbol: *y^1^ sc* v^1^ sev^21^; P{TRiP.HMS01316}attP2*
Genetic reagent (*D. melanogaster*)	*M{UAS-tll.ORF-VN}ZH-86Fb*	FlyORF	F004752 FBst0502964; RRID:FlyORF_ F004752	FlyBase symbol: *M{UAS-tll.ORF-VN}ZH-86Fb*
Genetic reagent (*D. melanogaster*)	*Ase-Gal80 (II)*	Neumüller et al., 2011 doi: 10.1016/j.stem.2011.02.022.		
Genetic reagent (*D. melanogaster*)	*erm^1^/CyO, Act-GFP*	Weng et al., 2010 doi: 10.1016/j.devcel.2009.12.007.		
Genetic reagent (*D. melanogaster*)	*erm^2^/CyO, Act-GFP*	Weng et al., 2010 doi: 10.1016/j.devcel.2009.12.007.		
Genetic reagent (*D. melanogaster*)	*UAS-erm*	Weng et al., 2010 doi: 10.1016/j.devcel.2009.12.007.		
Genetic reagent (*D. melanogaster*)	*PBac{erm-flag4C*(*g*)*}VK33*	Janssens and Lee, 2014 doi: 10.1242/dev.106534.		
Genetic reagent (*D. melanogaster*)	*D^RNAi^*: *y^1^ v^1^; P{TRiP.JF02115}attP2*	Bloomington *Drosophila* Stock Center	BDSC: 26217 FlyBase: FBst0026217; RRID:BDSC_26217	FlyBase symbol: *y^1^ v^1^; P{TRiP.JF02115}attP2*
Genetic reagent (*D. melanogaster*)	*Ase^RNAi^: y^1^ sc* v^1^ sev^21^; P{TRiP.HMS02847}attP2*	Bloomington *Drosophila* Stock Center	BDSC: 44552 FlyBase: FBst0044552; RRID:BDSC_44552	FlyBase symbol: *y^1^ sc* v^1^ sev^21^; P{TRiP.HMS02847}attP2*
Genetic reagent (*D. melanogaster*)	*ham^RNAi^*: *y^1^ v^1^; P{TRiP.JF02270}attP2*	Bloomington *Drosophila* Stock Center	BDSC: 26728 FlyBase: FBst0026728; RRID:BDSC_26728	FlyBase symbol: *y^1^ v^1^; P{TRiP.JF02270}attP2*
Genetic reagent (*D. melanogaster*)	*ham^RNAi^*: *y^1^ sc* v^1^ sev^21^; P{y[+t7.7] v[+t1.8]=TRiP.HMS00470}attP2*	Bloomington *Drosophila* Stock Center	BDSC: 32470 FlyBase: FBst0032470; RRID:BDSC_32470	FlyBase symbol: *y^1^ sc* v^1^ sev^21^; P{y[+t7.7] v[+t1.8]=TRiP.HMS00470}attP2*
Genetic reagent (*D. melanogaster*)	*Opa^RNAi^*: *y^1^ sc* v^1^ sev^21^; P{TRiP.HMS01185}attP2/TM3, Sb^1^*	Bloomington *Drosophila* Stock Center	BDSC: 34706 FlyBase: FBst0034706; RRID:BDSC_34706	FlyBase symbol: *y^1^ sc* v^1^ sev^21^; P{TRiP.HMS01185}attP2/TM3, Sb^1^*
Genetic reagent (*D. melanogaster*)	*w^1118^; Df(2L)Exel7071/CyO*	Bloomington *Drosophila* Stock Center	BDSC: 7843 FlyBase: FBst0007843; RRID:BDSC_7843	FlyBase symbol: *w^1118^; Df(2L)Exel7071/CyO*
Genetic reagent (*D. melanogaster*)	*ham^SKI^, FRT40A/CyO*	This paper		A new hamlet mutant fly line
Genetic reagent (*D. melanogaster*)	*P{w[+mW.hs]=GawB}elav[C155],* *P{w[+mC]=UAS-mCD8::GFP.L}Ptp4E[LL4],* *P{ry[+t7.2]=hsFLP}1, w[*]*	Bloomington *Drosophila* Stock Center	BDSC: 5146 FlyBase: FBst0005146; RRID:BDSC_5146	FlyBase symbol: *P{w[+mW.hs]=GawB}elav[C155],* *P{w[+mC]=UAS-mCD8::GFP.L}Ptp4E[LL4],* *P{ry[+t7.2]=hsFLP}1, w[*]*
Genetic reagent (*D. melanogaster*)	*w^1118^; P{w[+mC]=UAS-Dcr-2.D}2*	Bloomington *Drosophila* Stock Center	BDSC: 24650 FlyBase: FBst00024650; RRID:BDSC_24650	FlyBase symbol: *w^1118^; P{w[+mC]=UAS-Dcr-2.D}2*
Genetic reagent (*D. melanogaster*)	*w*; P{w[+mC]=tubP- GAL8^ts^}2/TM2*	Bloomington *Drosophila* Stock Center	BDSC: 7017 FlyBase: FBst00024650; RRID:BDSC_7017	FlyBase symbol: *w*; P{w[+mC]=tubP- GAL8^ts^}2/TM2*
Genetic reagent (*D. melanogaster*)	*ham^1^,FRT40A/Cyo*	Moore et al., 2002 doi: 10.1126/science.1072387.		
Genetic reagent (*D. melanogaster*)	*UAS-ham*	Moore et al., 2002 doi: 10.1126/science.1072387.		
Genetic reagent (*D. melanogaster*)	RNAi of *Notch*: *y^1^, v^1^; P{y+t7.7v+t1.8=TRiP.HMS00001}attP2*	Bloomington *Drosophila* Stock Center	BDSC: 33611 FlyBase: FBst0033611; RRID:BDSC_33611	FlyBase symbol: *y^1^, v^1^; P{y+t7.7v+t1.8=TRiP.HMS00001}attP2*
Genetic reagent (*D. melanogaster*)	*Oregon-R-C*	Bloomington *Drosophila* Stock Center	BDSC: 5 FlyBase: FBst0000005; RRID:BDSC_5	FlyBase symbol: *Oregon-R-C*
Genetic reagent (*D. melanogaster*)	*P{hsFLP}^1^, y^1^ w*; P{UAS- N.intra.GS}2/CyO; MKRS/TM2*	Bloomington *Drosophila* Stock Center	BDSC: 52008 FlyBase: FBst0052008; RRID:BDSC_52008	FlyBase symbol: *P{hsFLP}^1^, y^1^ w*; P{UAS- N.intra.GS}2/CyO; MKRS/TM2*
Genetic reagent (*D. melanogaster*)	*y^1^; M{vas-int.Dm}ZH-2A w^*^;* *M{UAS-ham^∆C-ZF^-myc}ZH-86Fb*	This paper		Transgene expressing Hamlet mutant form of the C-terminal zinc finger deletion version
Genetic reagent (*D. melanogaster*)	*y^1^; M{vas-int.Dm}ZH-2A w^*^; M{UAS-ERD::ham^N-ZF^-myc}ZH-86Fb*	This paper		Transgene expressing Hamlet the N-terminal zinc finger fused with ERD transcriptional repression domain
Genetic reagent (*D. melanogaster*)	*y^1^; M{vas-int.Dm}ZH-2A w^*^;* *M{UAS-VP-16::ham^N-ZF^-myc}ZH-86Fb*	This paper		Transgene expressing Hamlet the N-terminal zinc finger fused with VP16 transcriptional activatoin domain
Genetic reagent (*D. melanogaster*)	*cu^1^, tll^49^/TM3, P{ftz/lacC}SC^1^, Sb^1^, Ser^1^*	Bloomington *Drosophila* Stock Center	BDSC: 7093 FlyBase: FBst007093; RRID:BDSC_7093	FlyBase symbol: *cu^1^, tll^49^/TM3, P{ftz/lacC}SC^1^, Sb^1^, Ser^1^*
Genetic reagent (*D. melanogaster*)	*st^1^ e^1^ tll^1^/TM3, Sb^1^*	Bloomington *Drosophila* Stock Center	BDSC: 2729 FlyBase: FBst002729; RRID:BDSC_2729	FlyBase symbol: *st^1^ e^1^ tll^1^/TM3, Sb^1^*
Genetic reagent (*D. melanogaster*)	*ham^SK4^, FRT40A/CyO*	Bloomington *Drosophila* Stock Center	BDSC: 34329FlyBase: FBst0034329;RRID:BDSC_34329	FlyBase symbol: *y^1^ sc* v^1^ sev^21^; P{TRiP.HMS01316}attP2*
Genetic reagent (*D. melanogaster*)	*hdac3^RNAi^: y^1^ sc* v^1^ sev^21^; P{TRiP.HMS00087}attP2*	Bloomington *Drosophila* Stock Center	BDSC: 34778 FlyBase: FBst0034778; RRID:BDSC_34778	FlyBase symbol: *hdac3^RNAi^: y^1^ sc* v^1^sev^21^; P{TRiP.HMS00087}attP2*
Genetic reagent (*D. melanogaster*)	*Su(z)12^RNAi^: y^1^ sc* v^1^ sev^21^; P{TRiP.HMS00280}attP2/TM3, Sb^1^*	Bloomington *Drosophila* Stock Center	BDSC: 33402 FlyBase: FBst0033402; RRID:BDSC_33402	FlyBase symbol: *y^1^ sc* v^1^ sev^21^; P{TRiP.HMS00280}attP2/TM3, Sb^1^*
Genetic reagent (*D. melanogaster*)	*Su(var)3-3^RNAi^: y^1^ sc* v^1^ sev^21^; P{TRiP.HMS00638}attP2*	Bloomington *Drosophila* Stock Center	BDSC: 32853 FlyBase: FBst0032853; RRID:BDSC_32853	FlyBase symbol: *y^1^ sc* v^1^ sev^21^; P{TRiP.HMS00638}attP2*
Genetic reagent (*D. melanogaster*)	*Su(var)205^RNAi^: y^1^ sc* v^1^ sev^21^; P{TRiP.GL00531}attP40*	Bloomington *Drosophila* Stock Center	BDSC: 36792 FlyBase: FBti0146447; RRID:BDSC_36792	FlyBase symbol: *y^1^ sc* v^1^ sev^21^; P{TRiP.GL00531}attP40*
Genetic reagent (*D. melanogaster*)	*UAS-Mi-2^DN^*	Kovač et al., 2018 doi: 10.1038/s41467-018-04503-2.		
Genetic reagent (*D. melanogaster*)	*UAS-Mi-brm^DN^*	Herr et al., 2010 doi: 10.1016/j.ydbio.2010.04.006.		
Genetic reagent (*D. melanogaster*)	*In(1)wm4; Su(var)3–91/TM3, Sb^1^ Ser^1^*	Bloomington *Drosophila* Stock Center	BDSC: 6209 FlyBase: FBst0006209; RRID:BDSC_6209	FlyBase symbol: *In(1)wm4; Su(var)3–91/TM3, Sb^1^ Ser^1^*
Genetic reagent (*D. melanogaster*)	*w^1118^; PBac{Sp1- EGFP.S}VK00033*	Bloomington *Drosophila* Stock Center	BDSC: 38669 FlyBase: FBst0038669; RRID:BDSC_38669	FlyBase symbol: *w^1118^; PBac{Sp1- EGFP.S}VK00033*
Sequenced-based reagent	Ham_F	Eroglu et al., 2014 doi: 10.1016/j.cell.2014.01.053.	PCR primers	atagatcctttggccagcagac
Sequenced-based reagent	Ham_R	Eroglu et al., 2014 doi: 10.1016/j.cell.2014.01.053.	PCR primers	agtactcctccctttcggcaat
Sequenced-based reagent	Ase_F	Komori et al., 2014b doi: 10.7554/eLife.03502.	PCR primers	agcccgtgagcttctacgac
Sequenced-based reagent	Ase_R	Komori et al., 2014b doi: 10.7554/eLife.03502.	PCR primers	gcatcgatcatgctctcgtc
Sequenced-based reagent	D_F	This paper	PCR primers	gcggcggcggtcaacaat
Sequenced-based reagent	D_R	This paper	PCR primers	tgcggcgtacagcgaagggt
Sequenced-based reagent	Erm_F	Eroglu et al., 2014 doi: 10.1016/j.cell.2014.01.053.	PCR primers	gttacggccaggcatcgggtcaa
Sequenced-based reagent	Erm_R	Eroglu et al., 2014 doi: 10.1016/j.cell.2014.01.053.	PCR primers	gggccaggcgggattactcgtctc
Sequenced-based reagent	PntP1_F	Komori et al., 2014b doi: 10.7554/eLife.03502.	PCR primers	ggcagtacgggcagcaccac
Sequenced-based reagent	PntP1_R	Komori et al., 2014b doi: 10.7554/eLife.03502.	PCR primers	ctcaacgcccccaccagatt
Sequenced-based reagent	Dpn_F	Komori et al., 2014b doi: 10.7554/eLife.03502.Komori et al., 2014b	PCR primers	catcatgccgaacacaggtt
Sequenced-based reagent	Dpn_R	Komori et al., 2014b	PCR primers	gaagattggccggaactgag
Recombinant DNA reagent	*pUAST-ham^∆C-ZF^-myc-attB (plasmid)*	This paper		Plasmid DNA of a transgene expressing Hamlet mutant form of the C-terminal zinc finger deletion version
Recombinant DNA reagent	*pUAST-ERD::ham^N-ZF^-myc-attB (plasmid)*	This paper		Plasmid DNA of a transgene expressing Hamlet the N-terminal zinc finger fused with ERD transcriptional repression domain
Recombinant DNA reagent	*pUAST-VP16::ham^N-ZF^-myc-attB (plasmid)*	This paper		Plasmid DNA of a transgene expressing Hamlet the N-terminal zinc finger fused with VP16 transcriptional activatoin domain
Software, algorithm	LAS AF	Leica Microsystems	RRID:SCR_013673	
Software, algorithm	ImageJ 1.50 g	National Institute of Health	RRID:SCR_003070

How the deposited data were processed for this re-analysis (not part of the article)

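The RNA sequencing experiment of the paper was re-analysed from the table of gene counts that the authors deposited. It covers 9 libraries from *brat*-null larval brains, 3 each after 0, 9 and 18 hr of Insb overexpression. To make the counts, the authors aligned paired-end reads to dm6 with HISAT2 version 2.1.0 and quantified genes with StringTie version 1.3.4, and they tested differences with DESeq2 version 1.20.0. The deposited values are whole-number counts per gene, not normalized. The paper states no annotation version, no use of strand in counting, and its text gives no adjusted p threshold for the sequencing comparisons beside the fold change of 1.5. The dashed lines of Figure 1G led to the 0.05 used here. Counting that is spread over overlapping genes can move reads from one gene to another, so overlapping genes are uncertain here.

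Each library was assigned to its time point and replicate from the sample labels, which match the time points of the paper. Library totals were between 26533845 and 37109356 counts, so that a gene at 1 CPM had about 27 to 37 reads. The table names genes by symbol: 11086 names were current symbols, 3319 were older symbols or synonyms, and 155 were not matched. Coordinates come from the Ensembl annotation of the dm6 assembly.

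Genes were kept by edgeR's filterByExpr with its defaults (10799 of 14560), scaled with TMM, and fitted in one model over all 9 libraries with edgeR version 4.0.16 in R version 4.3.3 (glmQLFit and glmQLFTest). The biological coefficient of variation was 0.239. A call needed a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. CPM values are TMM-scaled, and standard errors are those of the log2 fold change. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so no such test is given. The genes named in the text were set by a rule before the data were examined: those labelled in Figure 1G, those the paper names, and the 5 with the largest change in each direction at 9 and 18 hr against 0 hr among called genes with a mean of at least 1 CPM and no overlap between the groups, and the genes of a list where that list is reported. Not all genes set by this rule are reported. Other genes are marked as picked after their values were seen.

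The replicates were compared pair by pair before averaging. In genes with 20 to 6000 reads, replicates 2 and 3 of the 9 hr group differed by less than the sampling noise where both reads of a pair are counted. Above 25000 reads they differed by more, though less than the other pairs. They were averaged into 1 sample for means and SDs. The model kept them as separate libraries, as it had been laid down, and fits with the pair summed as one library were added after seeing the data.

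The other alternatives had been laid down beforehand, with the model. They were DESeq2 version 1.42.0 with its Wald test, with and without shrunken fold changes, RLE and upper-quartile scaling, no filter and a filter of 10 counts in every library, models of the 6 compared libraries alone, the replicate number as a block, each replicate left out in turn, a log2 threshold of 0.5, the fold threshold alone, no overlap between replicates as a further condition, and a test against a 1.5-fold change. Gene lists written beforehand for the heat response, Notch targets, type II neuroblasts, intermediate neural progenitors (INPs), neurons, glia, fat body, muscle, ecdysone response, temporal patterning and the cell cycle were tested with camera (inter-gene correlation 0.01) and fry from limma version 3.58.1. All groupings of the 6 libraries of a comparison into 3 and 3 were fitted, 10 per comparison. The overlap of calls was set against 40 simulated data sets in which all 9 libraries were drawn around one mean. An earlier form of this simulation, which drew the 9 and 18 hr libraries around the observed 0 hr means, was dropped because it left out the error that the shared 0 hr libraries bring. Its result had been seen by then. After the results were seen, 100 further sets of unchanged libraries were drawn in which 9 hr replicates 2 and 3 share one mean per gene, as a near-identical pair, with the dispersions of the fit that sums them.

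The tests were checked on simulated counts with 200 changed genes. Each of these changed by at least 2-fold at a mean of at least 1 CPM, and all libraries were independent. Smaller changes and a near-identical 9 hr pair were left out, so the shares do not describe calls near the 1.5-fold threshold. For 9 hr against 0 hr, edgeR called 166 of them (83%) with 4 false calls over 10639 genes, and DESeq2's Wald test called 173 with 26 false calls over 10799 genes. For 18 hr against 0 hr, edgeR called 171 with 8 false calls. In the comparison of 18 hr with 9 hr, where no gene was changed, edgeR made 2 calls and DESeq2's Wald test 13.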

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

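The tests in this part were chosen after the results were seen, apart from alternatives laid down beforehand. These were the other scalings, the fits that each left out one replicate, and the further planned settings in the range given for *D*.

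*D* differed between the time points (log2 fold change 0.83 at 18 hr against 9 hr), with every 18 hr library above every 9 hr library. Counting the near-identical 9 hr libraries as separate samples bears on this call. With them summed, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0518 at a log2 fold change of 0.81. Over all alternatives the adjusted p ran from 9.43e-23 with DESeq2's Wald test to 0.123 with the replicate block. With 9 hr replicate 2 or 3 left out instead, which also removes the near-identity, it was 0.0327 and 0.0253, and without 18 hr replicate 2 it was 0.0711. The fits without the near-identical pair thus fall on both sides of 0.05, so that a call made by counting it as separate samples cannot be told apart from a call near the threshold, while the log2 fold change was 0.79 or more in each of these fits. RLE and upper-quartile scaling moved the fold change by at most 0.0124 on the log2 scale, which argues against normalization. A false call of the test stays open as well: edgeR made 2 calls between 9 and 18 hr on the simulated counts with 200 changed genes, none of which differed between these times. Of 40 simulated sets of 9 unchanged, independent libraries, 2 had a call there, 1 of them at an adjusted p as small as that of *D*. With a near-identical 9 hr pair in the simulation, 39 of 100 sets had a call and 12 had one as small, 3 of them among the 60 genes with the smallest p of a rise at 18 hr against 0 hr. The paper names *D* from these same libraries, so that a false call cannot be told apart from a true one by these shares. The paper also reports a rise of its candidate genes, *D* among them, by reverse transcriptase PCR, which was not examined here. The gap between the highest 9 hr and the lowest 18 hr library, 41.7 CPM, exceeded the largest range within either group, 17.8 CPM. This cannot decide against a chance spread between libraries, since *D* was singled out here as the only called gene. A later start of *D* expression than of *erm* is the biological hypothesis that stays open.

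The signals in genes that the paper does not discuss come from a rule set after seeing the data: called at 9 and at 18 hr in the same direction, with log2 fold changes of at least 1 in size at both times and a mean of at least 10 CPM. It gives 9 genes. At 18 hr against 0 hr the log2 fold change was 3.68 for CR44905, 1.89 for *Lim3*, 1.80 for *cas*, 1.44 for *roX2*, 1.41 for *sage*, 1.15 for CG16710, 1.04 for *hig*, -1.09 for CG6357 and -1.12 for CR31386. *cas* stands out for its level, from 421 ± 52.1 CPM (SD, n = 3) at 0 hr to 1285 ± 58.2 CPM (SD, n = 2) at 9 hr and 1468 ± 382 CPM (SD, n = 3) at 18 hr. Normalization is argued against, since 0 of these genes lost a call at either time with RLE or upper-quartile scaling. Reads shared with overlapping genes are argued against as well, since 0 of them overlap an exon of another annotated gene. With the near-identical 9 hr libraries summed, 6 of the 9 were still called at both times. For the other 3, *roX2*, CG16710 and CR31386, counting the pair as separate samples cannot be told apart from a change too close to the threshold for fewer libraries. In the fits that each left out one replicate, 5 of the 9 had an adjusted p under 0.05 throughout at both times (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 18 hr the other 4 rose above it, with the highest value in each case without 18 hr replicate 3: *roX2* (0.120, under 0.05 in 2 of 6 fits), CG16710 (0.1003, in 2 of 6), CR31386 (0.1003, in 2 of 6) and CG6357 (0.0780, in 5 of 6). *roX2* did so at 9 hr too, up to 0.0831 without 9 hr replicate 2. The shift to 33 °C cannot be told apart from Insb overexpression, because no group had one without the other. Of the heat response genes, 0 were called higher at both times (1 at an unadjusted p under 0.05) and 2 at 9 hr, which leaves effects of temperature open. Whether these genes respond to Insb, to a change of cell identity or to temperature was not tested.

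CR44905 and *Lim3* are neighbours on chromosome 2L of dm6, and CG10700 (19077276 to 19079028), *Lim3* (19079256 to 19108427), CG17344 (19102044 to 19102909, inside *Lim3*) and CR44905 (19108785 to 19109883) rose together. Their log2 fold changes at 9 hr were 2.53, 1.90, 2.83 and 4.01. Separate responses placed by chance are argued against: among 10000 random lists of 52 genes matched on expression, 3 had as many as 4 genes within 50000 bp, a window chosen after seeing the block. The block ends 23933 bp before the start of *brat*, the gene mutated in all of these brains, and 0 of the 8 tested genes that start in between were called at 9 or 18 hr. A candidate explanation is a sequence that responds to Gal4 on one of the chromosomes used, a *brat* allele and a deficiency. It cannot be told apart from joint regulation of the block, since no library without these chromosomes was analysed here. A constant share of *Lim3* reads assigned to its neighbours is argued against, since all 3 neighbours rose more than *Lim3* at both times by over 2 standard errors of the difference, CR44905 by 2.11 on the log2 scale at 9 hr. A share that grew cannot be told apart from a rise of the neighbours themselves: CR44905 gained 14.6% as many reads as *Lim3* at 9 hr, and the deposited counts do not show strand.

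*roX2*, a non-coding RNA made in males, was called higher at both times, but its adjusted p stayed under 0.05 in only 1 of the 6 fits without one replicate at 9 hr (without 0 hr replicate 3) and 2 of the 6 at 18 hr. More male larvae in the shifted pools would raise *roX1* too, which had a log2 fold change of 0.12 at 18 hr, so this is argued against. What raised *roX2* stays open.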

How the results depend on the processing

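Of the alternatives in this part, only the summed 9 hr libraries were chosen after the results were seen. *tll* was called lower at 9 and 18 hr under each alternative of method, scaling, filter and libraries, with log2 fold changes between -1.15 and -0.92 at 9 hr and between -1.18 and -0.97 at 18 hr. It was not called in the test against a 1.5-fold change (adjusted p 0.0845 at 9 hr and 0.111 at 18 hr, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cause of the changes below was not tested, except where fewer libraries or another threshold is the alternative itself. Counts are given as lower and higher genes.

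For 9 hr against 0 hr (129 and 269), DESeq2's Wald test gave 203 and 339 genes, with 128 and 255 shared, and its shrunken fold changes 76 and 141, all among those of edgeR. The fold threshold alone gave 691 and 950, and a test against a 1.5-fold change 3 and 22. Leaving out one replicate gave 64 to 110 and 123 to 207 genes. For 18 hr against 0 hr (30 and 60), the Wald test gave 74 and 125 genes, the 6 compared libraries alone 8 and 17, the fold threshold alone 336 and 827, and a test against a 1.5-fold change 0 and 7. Leaving out one replicate gave 9 to 37 and 26 to 84 genes, the fewest in both directions without 18 hr replicate 3. For 18 hr against 9 hr (0 and 1), the Wald test gave 25 and 12 genes, shrunken fold changes 3 and 3, the fold threshold alone 370 and 634, and both the 6 libraries alone and a test against a 1.5-fold change 0 genes. Leaving out one replicate gave 0 to 1 and 0 to 4 genes. On simulated counts with no change between 9 and 18 hr, edgeR made 2 calls, the Wald test 13 and shrunken fold changes 9, so that calls of each test there can be false.

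The rank of *tll* moved to 69 at 9 hr and 24 at 18 hr with DESeq2's Wald test, and to 13 and 2 with shrunken fold changes. It was 4 at 18 hr with the 6 libraries alone. Leaving out one replicate gave ranks of 13 to 40 at 9 hr and 3 to 12 at 18 hr. DESeq2's Wald test shared 152 calls between 9 and 18 hr, against 75.

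Summing 9 hr replicates 2 and 3 as one library gave 67 and 134 genes at 9 hr, 17 and 32 at 18 hr, and 1 and 0 at 18 hr against 9 hr, a rank of *tll* of 24 at 9 hr, and 37 calls shared between the times.

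The replicate numbers do not pair the samples: of 9 pairs of libraries with the same number, 1 had deviations from the group means that correlated above 0.1 (range -0.24 to 0.39). These deviations were more strongly related between some libraries with different numbers, which the model does not take into account: 0 hr replicate 3 correlated at 0.545 with 18 hr replicate 2 and at -0.476 with 18 hr replicate 1, across 7356 genes. These 3 libraries also lay furthest out on the first principal component (28.5% of the variance), 0 hr replicate 3 at 38.4, 18 hr replicate 2 at 42.3 and 18 hr replicate 1 at -35.7. What these libraries share was not tested. A replicate block gave 95 and 200 genes at 9 hr, 18 and 32 at 18 hr, 0 and 0 at 18 hr against 9 hr, and a rank of *tll* of 5 at 18 hr.

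Upper-quartile scaling moved the share of higher calls at 9 hr to 72.2%. Signs reversed only for changes that were not called. With one replicate left out, *tll* at 18 hr against 9 hr ran from -0.139 to 0.0518 (without 18 hr replicate 3 and 9 hr replicate 1, and 0.0374 without 18 hr replicate 1) and *Six4* there from -0.0286 to 0.366 (without 18 hr replicates 2 and 1). At 9 hr, CG42375 ran from -0.885 to 0.0611 (without 9 hr replicates 3 and 2) and CG42308 from -0.772 to 0.196 (without 9 hr replicates 2 and 1). Among 93 results for single genes and lists, 21 became weaker under at least 1 alternative, 8 became stronger and 4 changed sign.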

Differences from the paper's values

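No test in this part was chosen after the results were seen. The paper reports 76 genes lower at 9 hr, and 129 were called here. Of the alternatives set before the data were examined, DESeq2 with shrunken fold changes gave 76, all among the 129, and upper-quartile scaling (111), the replicate block (95) and every fit that left out one replicate (64 to 110) came within 1.5 times the paper's number. DESeq2's unshrunken Wald test (203), RLE scaling (136), no filter (115), at least 10 counts in every library (134), the 6 libraries alone (143), a log2 threshold of 0.5 (173), the fold threshold alone (691), no overlap between replicates (129) and a test against a 1.5-fold change (3) did not.

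Fold changes read by eye from Fig. 1G were mostly smaller in size than those found here. For *tll* at 18 hr the paper's value is about -0.97 in Fig. 1G, and -1.096 was found. For *Six4* it is about -1.1 at 9 hr and about -1.0 at 18 hr, against -1.42 and -1.26. For *erm* it is about 1.1 at 9 hr and about 1.3 at 18 hr, against 1.64 and 1.49. For *ham* it is about 0.55 at 9 hr and about 0.83 at 18 hr, against 0.70 and 0.93. With DESeq2's shrunken fold changes, the values were -0.97 for *tll*, -1.07 and -0.95 for *Six4*, 1.26 for *erm* at 18 hr, and 0.61 and 0.83 for *ham*, each within the margin allowed for reading the figure. For *erm* at 9 hr they gave 1.40, and none of the alternatives set before the data were examined closed the gap. Leaving out one replicate also closed it for *tll* (-1.05 without 0 hr replicate 1, -1.01 without 18 hr replicate 1), *Six4* at 18 hr (-1.05 without 18 hr replicate 1), *erm* at 18 hr (1.37 without 18 hr replicate 3) and *ham* at 9 hr (0.65 without 0 hr replicate 1). For *ham* at 18 hr the gap was near the error, and the Wald test, RLE scaling, no filter, the 6 libraries alone, the replicate block and 4 of the fits without one replicate closed it, while upper-quartile scaling and at least 10 counts in every library did not. No other alternative closed a gap.

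The paper states that *tll* fell the most at both times. Here it held rank 38 at 9 hr and 9 at 18 hr, and no setting placed it first. The closest was DESeq2 with shrunken fold changes at 18 hr, where it held rank 2 behind *aub*, by -0.97 against -0.99. In Fig. 1G, read by eye, *Six4* lies below *tll* at both times, at about -1.1 against about -0.95 at 9 hr and about -1.0 against about -0.97 at 18 hr.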

Other observations

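The tests on the heat response, the fat body, the replicate pair and its 2 explanations, the summed pair, the simulated near-identical pair and the splits at an unadjusted p were chosen after the results were seen. Those on overlapping genes and the called genes in the splits were set before. A test on the shared 0 hr libraries was also set before. The form of its simulation used here was chosen after the result of an earlier form had been seen.

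Other splits of the 6 libraries of each comparison into 3 and 3 were fitted. For 9 hr against 0 hr, 1 of the 10 groupings, the real one, gave as many lower genes, and 1 of the 10 as many higher genes. The same held for 18 hr against 0 hr, with 1 of 10 for lower and 1 of 10 for higher genes. For 18 hr against 9 hr the real split gave 0 called genes in these fits of 6 libraries, which any split reaches, so that 10 of the 10 is fixed for lower and for higher genes and says nothing. At an unadjusted p under 0.05, 1 of the 10 splits gave as many genes for 9 hr against 0 hr (the real one, 3404, the others 109 to 440), 2 of the 10 for 18 hr against 0 hr, and 1 of the 10 for 18 hr against 9 hr (the real one, 1166, the others 94 to 872). The split that exceeded the real one at 18 hr against 0 hr, 1497 against 1432 genes, put 18 hr replicate 1 with 0 hr replicates 1 and 2. Since 10 groupings cannot give a share under 0.1, the splits alone cannot settle whether chance could give such results. Noise between unchanged libraries is argued against for the comparisons with 0 hr: in 100 simulated sets with a near-identical 9 hr pair, at most 6 genes were called at 9 hr and at most 4 at 18 hr, against 398 and 90. These sets hold no variation shared by libraries of different groups.

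The near-identity of 9 hr replicates 2 and 3 may come from one RNA sample that was prepared or sequenced more than once. In genes with 3001 to 6000 reads, where differences between the other pairs had grown to medians of 3.09 to 11.5, the median chi-square in this pair was 0.83, no higher than sampling noise where both reads of a pair are counted (0.910). A small spread of all 9 hr samples is argued against, since replicate 1 differed from replicates 2 and 3 by a median of at least 1.88. The pair also matched in genes that vary widely between the other libraries, such as the 6 Hsp70 genes (1375 and 1453 CPM summed, against 150 to 3799 elsewhere). The paper states that the biological replicates were collected and processed independently.

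Of 8223 genes with a mean of at least 100 counts, 84 differed over 2-fold between 9 hr replicates 2 and 3, and 71.4% of these overlap an exon of another annotated gene, against 43.4% of the others (Fisher's exact test, p = 3.34e-07, across genes). In 46 of the 84, an overlapping gene moved the other way by over 1.1-fold. This was not counted for the other genes, so the 46 cannot be set against a usual share. The larger share of overlapping genes is what reads assigned to one or the other of them would give. Of the 84, 1 was called at 9 hr against 0 hr.

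The number of genes called at both times is not explained by the shared 0 hr libraries alone in the simulated runs. Equally long lists there shared 40.2 genes on average and 49 at most, against 75. The simulated libraries were independent. The 37 calls shared with 9 hr replicates 2 and 3 summed were not set against such runs.

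Of 19 heat response genes found, 10 were highest in 0 hr replicate 3, which had been kept at 25 °C, among them all 6 Hsp70 genes (3799 CPM summed, against 150 and 236 in the other 0 hr libraries). With this library, 1 of the 19 genes had every 25 °C library below every 33 °C library. Without it, 6 of the 19 had both other 25 °C libraries below every 33 °C library (3.57% from chance), and at 9 hr alone 13 did (10% from chance). At 18 hr alone it was 6 (10% from chance). These chance shares assume independent libraries and a library left out blindly. They are too low here, because 0 hr replicate 3 was left out for its high values. The fitted change at 18 hr was a rise in 5 of the 19 and a fall in 14 with this library, and a rise in 15 and a fall in 4 without it, with 10 rises of over 2 standard errors. A rise of most of these genes that lasts through 18 hr cannot be told apart from the differences between single libraries. The direction changes when 0 hr replicate 3 is left out. The Hsp70 genes were also high in 18 hr replicate 2 (2150 CPM summed, against 217 and 338 in the other 18 hr libraries). At 9 hr, with all 0 hr libraries, 4 of the 19 (*Hsp23*, *Hsp26*, *Hop* and *Hsromega*) had every library above every 0 hr library, 3 of them with an adjusted p under 0.05, and 2 had every library below. Chance gives 10% for both directions together with independent libraries, and more where 9 hr replicates 2 and 3 count as 1 sample. Whether the shift to 33 °C raised these 4 cannot be told apart from an effect of Insb, since both began together. Handling of single samples was not tested.

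The fat body genes *Lsp1alpha*, *Lsp1beta*, *Lsp2*, *Fbp1* and *Fbp2* were highest in 18 hr replicate 1 (*Lsp2* at 191 CPM, against a lowest value of 2.33 CPM), which is 5 of the 7 on the list. Summed without *Rfabg*, the genes on the list were also raised in 9 hr replicates 2 and 3 (308 and 314 CPM). This compares with 20.5 CPM in 9 hr replicate 1 and 23.2 to 152 CPM at 0 hr. Fat body tissue left on the dissected brains is a candidate source. It cannot be told apart from other sources because *Lsp1gamma* and *Rfabg* were highest in other libraries and the pattern rests on few libraries.

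Of the 33 tests of 11 gene lists in 3 comparisons, 2 had an adjusted p under 0.05 with camera, and in both the list was higher at 18 hr than at 9 hr. The INP list (median log2 fold change 0.17, 8 of 10 genes higher) had an adjusted p of 0.00366 and the Notch target list (0.24, 9 of 9 genes higher) of 0.00473. The INP list holds *erm*, *ase*, *D* and *ham*, which the paper chose from these libraries, and *dpn*, *klu* and E(spl)mgamma-HLH are on both the Notch target and the type II neuroblast list. With fry these gave 0.0856 each, and with an estimated correlation no list passed (smallest adjusted p 0.723). Fry called the same lists at 18 hr against 0 hr (0.0482). The smallest camera adjusted p of the other lists was 0.0950 for temporal patterning, 0.0953 for the ecdysone response, 0.10 for the heat response, 0.10 for muscle, 0.103 for the cell cycle, 0.110 for glia, 0.145 for type II neuroblasts, 0.338 for neurons and 0.984 for the fat body. The ecdysone response list, higher at 18 hr than at 9 hr, passed as well with the replicate block (0.0395) and with 9 hr replicates 2 and 3 summed (0.0454), so that 3 lists passed in each of these fits. In the type II neuroblast list, which holds *tll* and *Six4*, 7 of 10 genes were lower at 9 hr than at 0 hr and 5 of 10 at 18 hr. Mean CPM at 0, 9 and 18 hr was 312, 257 and 212 for *pnt*, and 108, 106 and 109 for *btd*. For E(spl)mgamma-HLH it rose, from 50.5 to 79.2 and 87.5.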
